# A computational systems approach identifies synergistic specification genes that facilitate lineage conversion to prostate tissue

**DOI:** 10.1038/ncomms14662

**Published:** 2017-04-21

**Authors:** Flaminia Talos, Antonina Mitrofanova, Sarah K. Bergren, Andrea Califano, Michael M. Shen

## Abstract

To date, reprogramming strategies for generating cell types of interest have been facilitated by detailed understanding of relevant developmental regulatory factors. However, identification of such regulatory drivers often represents a major challenge, as specific gene combinations may be required for reprogramming. Here we show that a computational systems approach can identify cell type specification genes (master regulators) that act synergistically, and demonstrate its application for reprogramming of fibroblasts to prostate tissue. We use three such master regulators (FOXA1, NKX3.1 and androgen receptor, AR) in a primed conversion strategy starting from mouse fibroblasts, resulting in prostate tissue grafts with appropriate histological and molecular properties that respond to androgen-deprivation. Moreover, generation of reprogrammed prostate does not require traversal of a pluripotent state. Thus, we describe a general strategy by which cell types and tissues can be generated even with limited knowledge of the developmental pathways required for their specification *in vivo.*

## Abstract (web summary)

The identification of master regulator genes that may be manipulated *in vitro* to regulate reprogramming has been difficult. Here, the authors use a computational systems approach to identify three genes (*FoxA1*, *Nkx3.1* and the androgen receptor) that can reprogramme fibroblasts to prostate tissue.

Many studies have demonstrated that expression of lineage-specific regulatory genes can reprogram a mature differentiated cell type into a distinct cell type^1^,^2^. In many experimental paradigms, transdifferentiation represents a direct conversion from one cell type to another^3^,^4^,^5^,^6^,^7^,^8^,^9^. An alternative approach, known as ‘primed conversion' or ‘indirect lineage conversion', has used transient expression of pluripotency factors to induce a plastic developmental state permissive for respecification of desired cell fates^10^,^11^,^12^. In both reprogramming strategies, however, the specific experimental methods have depended upon prior detailed knowledge of the developmental pathways and regulatory factors that specify the desired cell type^2^,^13^. Consequently, if only limited information regarding such pathways exist for the cell type of interest, the identification of key regulatory drivers for reprogramming represents a major challenge^14^. Furthermore, this challenge can be particularly difficult when it is likely that combinations of specific regulatory factors are required for reprogramming.

In the case of the prostate, the identification and analysis of drivers of organogenesis is essential for understanding the molecular basis of normal prostate specification, and ultimately for generation of normal human prostate tissue for studies of cancer initiation. However, relatively little is known about the key transcriptional regulators of prostate specification and differentiation *in vivo*^15^. Therefore, to identify such key regulatory drivers, we have pursued an unbiased computational systems approach that does not depend upon prior literature knowledge.

Our strategy is based on the recent generation of mouse and human prostate interactomes (gene regulatory networks) and the computational methodology employed to identify synergistic drivers of prostate cancer malignancy^16^. In particular, the human prostate interactome is highly relevant for normal prostate biology, as it was generated using a large human patient data set^17^ containing a substantial number of expression profiles from normal/benign and low-grade tumour tissues. Furthermore, there is significant cross-species conservation of transcriptional regulatory programs between mouse and human prostate interactomes^16^. Consequently, we anticipated that regulatory genes for normal biological processes would be well-represented in the human prostate interactome.

In our studies, we show that a computational systems approach can identify cell type specification genes that act synergistically, and demonstrate its application for reprogramming of fibroblasts to prostate tissue. Using master regulator analysis^18^,^19^ to interrogate the human prostate interactome, we have identified candidate drivers of prostate specification. We have employed three such master regulators (FOXA1, NKX3.1 and androgen receptor, AR) to generate prostate tissue from mouse fibroblasts, using a primed conversion strategy that involves expression of pluripotency factors, tissue recombination with embryonic urogenital mesenchyme, and renal grafting. Following growth *in vivo,* the resulting reprogrammed prostate tissue displays appropriate expression of prostate epithelial and stromal markers, can be serially grafted, responds to androgen-deprivation and molecularly resembles control prostate tissue. Interestingly, in contrast with primed conversion of neurons and cardiomyocytes^20^,^21^, the generation of reprogrammed prostate tissue does not appear to require passage through a transient pluripotent state. Thus, our study describes a general strategy by which cell types and tissues can be generated, even with limited knowledge of the developmental pathways required for their specification *in vivo.*

## Results

### Identification of candidate drivers of prostate organogenesis

To identify transcriptional drivers (master regulators) of prostate specification and differentiation, we used expression profiles from different stages of prostate organogenesis^22^. Specifically, we generated a prostate ‘organogenesis' differential gene expression signature corresponding to the transcriptome changes occurring between the urogenital sinus at embryonic day 16.5, just prior to initial prostatic budding, and the adult prostate at postnatal day 90. To identify candidate transcription factors that drive the phenotypic transition between prostate anlage and mature differentiated prostate tissue, we used the Master Regulator Inference algorithm (MARINa)^18^,^19^ to interrogate the human prostate interactome with the prostate organogenesis signature. Candidate master regulators (MRs) were ranked based on their differential transcriptional activity (DA), which was inferred by the enrichment of their interactome targets in the organogenesis signature (Fig. 1a; Supplementary Data 1).

Since efficient reprogramming is likely to be mediated by the combined activity of multiple regulatory factors, we next used the MARINa algorithm to identify MR pairs that are candidate synergistic regulators of the prostate organogenesis signature. As previously shown^16^,^19^, synergy between two MRs can be computationally inferred by testing whether the enrichment of their shared transcriptional targets in a signature of interest is statistically more significant than enrichment of their individual targets. This analysis identified 11 synergistic pairs, of which 5 pairs contained activated candidate MRs with at least 1 MR differentially expressed in the organogenesis signature (Fig. 1b); we focused on differentially expressed MRs since experimental reprogramming would be most feasible if driven by MR overexpression. Of these five MR pairs, the FOXA1/NKX3.1 pair was the most differentially expressed among all synergistic pairs (Fig. 1c). Notably, these two genes have both been shown to play important roles in prostate organogenesis^23^,^24^,^25^, but their potential synergistic interaction during development was not previously investigated. Interestingly, FOXA1 functions as a pioneer transcription factor to recruit steroid hormone receptors to chromatin^26^,^27^, and FOXA1 and NKX3.1 are components of an enhancer complex together with AR on a subset of AR targets^28^,^29^. Consequently, since AR was also identified as a candidate prostate organogenesis MR, albeit at a lower rank (Supplementary Data 1), we also investigated this factor in our functional studies.

### Reprogramming of fibroblasts to prostate tissue

Using the candidate master regulators of prostate organogenesis, we employed a primed conversion strategy to generate prostate tissue from mouse embryonic fibroblasts (MEFs), which involves the initial expression of the pluripotency factors OCT4, SOX2, KLF4 and c-MYC (OSKM) and culture conditions that promote epithelial differentiation. Similar primed conversion approaches have been used previously to produce cardiomyocytes, neuronal progenitors and hepatocytes, with OSKM expression used to destabilize the fibroblast differentiated state and lineage-specific factors to specify the desired cell type^10^,^11^,^30^. In our strategy, we expressed OSKM factors in MEFs under serum-free culture conditions to generate cells with epithelial properties, followed by lentiviral-mediated expression of FOXA1, NKX3.1 and/or AR and renal grafting in combination with rat embryonic urogenital sinus mesenchyme (UGM) to direct reprogrammed cells towards prostate fate *in vivo* (Fig. 2a). As a starting population, we used MEFs generated from embryonic day 13.5 dpc (E13.5) limb buds to exclude potential prostate progenitors; in some experiments, we used MEFs from limb buds of *Nkx3.1*^*lacZ/+*^ embryos^25^ to follow the expression of the endogenous *Nkx3.1* gene. For expression of the OSKM pluripotency factors, we used two distinct approaches: (1) retroviral vectors expressing individual OSKM factors constitutively (Supplementary Fig. 1a–d); or (2) mouse dermal fibroblasts (MDFs) established from P0 neonates of *R26R-rtTA; Col1a1-tetO-OSKM* mice, which contain a doxycycline-inducible OSKM transgene^31^.

Following retroviral OSKM expression, we observed a rapid morphological alteration in the infected fibroblasts by 48 h, at which time the cells were placed in a serum-free defined basal epithelial medium containing EGF, FGF and dexamethasone in the absence of LIF. Over the course of 16 days, the cultures became enriched for clusters of cells with a cuboidal morphology and expressing epithelial markers, as shown by flow cytometry for EpCAM and CD24 (Fig. 2b), and by immunostaining for epithelial cytokeratins CK5 and CK8, as well as E-cadherin and beta-catenin (Fig. 2c). Thus, we termed these cells ‘induced epithelial' cells (iEpt cells). At 6 days after retroviral OSKM expression, we infected the iEpt cells with lentiviruses expressing FOXA1, NKX3.1 and/or AR singly or in combination (Supplementary Fig. 1e–k). Notably, at 10 days following lentiviral-mediated expression of candidate MRs, we found that the iEpt+MR cells showed a pronounced decrease in EpCAM expression, particularly when expressing all three candidate MRs (NKX3.1+AR+FOXA1=NAF), whereas control iEpt cells showed increased EpCAM expression by 16 days of culture (Fig. 2b). At the same time, epithelial morphology and marker expression were retained in the iEpt+NAF cultures (Fig. 2b,c). We observed similar formation of iEpt cells in the case of the doxycycline-induced system, in which MDFs were maintained in the presence of doxycycline to induce pluripotency factor expression and basal epithelial media to stimulate formation of iEpt cells.

Next, we performed tissue recombination of iEpt+MR cells or controls with rat embryonic UGM followed by renal grafting in immunodeficient male nude mice, focusing on iEpt+MR cells generated using OSKM retroviruses. Such tissue recombination approaches have been used extensively to investigate prostate formation as well as assays of prostate reconstitution^32^. In the absence of iEpt or iEpt+MR cells, UGM grafts alone failed to grow, and lacked any epithelial ductal structures (Fig. 2d; Table 1). As a positive control, we performed tissue recombination and renal grafting using dissociated prostate epithelial cells obtained from wild-type adult mice, together with UGM (Fig. 2e,f; Table 1). We found that grafts of iEpt cells lacking MR expression or grafts expressing a single candidate MR could infrequently form small patches of prostate-like tissue (Fig. 2g; Table 1). In contrast, grafts with pairs of candidate MRs could generate prostate-like tissue with high efficiency, although subtle distinctions in histology were apparent in prostate-like tissues obtained from different iEpt+MR combinations (Fig. 2h,i; Table 1). Notably, we found that the combination of all three candidate MRs in iEpt+NAF grafts efficiently generated prostate tissue that were phenotypically indistinguishable from those found in control grafts (Fig. 2j,k; Table 1). Furthermore, the iEpt+NAF combination was the only one that could form large homogeneous regions of prostate tissue (Fig. 2j).

To characterize prostate differentiation within the tissue grafts, we performed immunostaining with a range of markers using control and iEpt+MR grafts, focusing on the iEpt+NAF grafts, which contained all three candidate MRs. Immunostaining for the luminal markers CK8 and CK18 and the basal markers CK5 and p63 showed that the distribution of basal and luminal cells was similar between control and iEpt+NAF grafts (*n*=6 for each marker; Fig. 3a–d). Immunostaining for synaptophysin also showed that rare neuroendocrine cells could be detected in both control and iEpt+NAF grafts (*n*=2; Fig. 3e,f). Importantly, we could readily detect expression of the secretory protein Probasin in both control and iEpt+NAF grafts, indicating the presence of functional differentiated prostate epithelium (*n*=9 grafts; Fig. 3g,h).

Moreover, examination of cytokeratin markers and Probasin expression in tissue grafts generated by iEpt cells as well as other iEpt+MR combinations also revealed results consistent with histological analyses. We found that only 1 out of 18 grafts of iEpt cells lacking MR expression contained a small patch of prostate-like tissue, as defined by its ductal structure and expression of Probasin (Fig. 4a–f; Table 1). Grafts of iEpt cells that expressed either Nkx3.1 or Foxa1 as a single candidate MR could only form glandular structures that did not resemble prostate tissue, whereas grafts of iEpt cells expressing AR alone could sometimes generate small patches of prostate-like tissue with limited regions of Probasin immunoreactivity (Fig. 4g–r; Table 1). However, grafts of iEpt cells expressing pairs of candidate MRs (Nkx3.1 and Foxa1, or Nkx3.1 and AR) successfully generated prostate-like tissue with Probasin expression (Fig. 4s–x; Table 1). Similar results were obtained with grafts analysed from doxycycline-inducible iEpt cells expressing Foxa1 and AR (*n*=2) (Fig. 4y-a′). Notably, grafts of pluripotent iPSC in the presence (*n*=14) or absence (*n*=2) of UGM only generated teratomas that lacked prostate tissue (Fig. 4b′–d′). In addition, the MRs were unable to mediate direct conversion of MEFs to prostate tissue in the absence of OSKM factors, as we did not observe epithelial phenotypes in culture or formation of prostate tissue *in vivo* in renal grafts (Table 1).

Based on our findings that combinations of prostate organogenesis MRs, but not single genes, were successful in the reprogramming assay, we assessed whether the experimentally observed effects of the MRs were synergistic, as had been predicted computationally. For this purpose, we compared the observed combined effects of the MRs to their predicted ‘additive' effects using a log-linear model (Supplementary Table 1). This analysis demonstrated a significant synergy of the experimentally observed effects over the predicted additive effects (*P* values ranging from 0.020 to 0.0023 using a one-sample *t*-test), indicating that the prostate organogenesis MRs act synergistically in the reprogramming assay.

### Reprogrammed prostate tissue is fully differentiated

To assess whether the reprogrammed prostate tissue displays the properties of fully differentiated prostate tissue *in vivo,* we performed additional marker analyses, assessed its response to androgen-deprivation, and investigated its similarity to native prostate at the molecular level. In particular, we could detect strong nuclear expression of AR, Nkx3.1, and Foxa1 in iEpt+NAF grafts (*n*=9 for each marker), consistent with their fully differentiated state (Fig. 3i–n). Moreover, we observed that expression of the stromal markers smooth muscle α-actin (SMA) and vimentin was normal in the iEpt+NAF grafts (*n*=3; Fig. 3o,p), indicating that stromal differentiation in the tissue recombinants was properly stimulated by interactions with the prostate epithelium, as is known for wild-type tissue recombinants^33^. Finally, in experiments using MEFs established from *Nkx3.1*^*lacZ/+*^ mice, we found that beta-galactosidase staining confirmed the origin of the ductal tissue from the MEFs, as well as activation of the endogenous *Nkx3.1* locus (Fig. 3q,r).

After tissue dissociation and recombination with embryonic urogenital mesenchyme, reprogrammed prostate tissue could generate secondary renal grafts containing prostate tissue (Fig. 3s), consistent with the presence of stem/progenitor cells within the primary graft. Using such secondary grafts, we examined whether reprogrammed prostate tissue would respond to androgen-deprivation, which leads to tissue regression associated with massive apoptosis of luminal epithelial cells. Whereas hormonally intact iEpt+NAF secondary grafts (*n*=2) displayed strong nuclear AR immunostaining, iEpt+NAF secondary grafts in mice that were castrated and analysed 1 month later (*n*=3) showed cytoplasmic AR expression (Fig. 3t,u). Furthermore, cellular proliferation as indicated by Ki67 immunoreactivity was readily detected in the intact iEpt+NAF grafts (10.1±1.9% Ki67-positive epithelial cells, *n*=2 grafts), but was abolished in the regressed iEpt+NAF grafts (1.1±0.7% Ki67 positive, *n*=3 grafts; *P*=0.001 by paired *t*-test with two-tailed distribution; Fig. 3v,w). In contrast, apoptosis was essentially undetectable by TUNEL staining of intact iEpt+NAF grafts (0.2±0.2% TUNEL-positive epithelial cells, *n*=2 grafts), but was readily detected at 3 days after castration (2.2±0.3%, *n*=2 grafts; *P*=0.01 by paired *t*-test with two-tailed distribution) and was less evident in the fully regressed iEpt+NAF graft at 1 month after castration (1.1±0.2%, *n*=2 grafts; Fig. 3x–z).

To examine the molecular features of the reprogrammed prostate tissue, we performed RNA-seq analyses of MEFs (*n*=6), wild-type prostate tissue from 6-week-old C57BL/6 mice (*n*=6), iEpt only tissue recombinants (*n*=2), and iEpt+NAF recombinants (*n*=5), with prostate content of the tissue recombinants confirmed by histology and immunostaining (Fig. 5a–f). 

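RNA-seq counts the transcripts of each gene from short sequence reads. The samples were 6 MEF cultures (mouse embryonic fibroblasts, from embryos at E13.5), 6 samples of wild-type prostate tissue from mice at 6 weeks of age, 5 iEpt+NAF grafts and 2 iEpt only grafts, with both kinds of graft grown for 6 weeks with rat urogenital mesenchyme as renal grafts. The 5 iEpt+NAF grafts are the ones that Supplementary Table 2 names, and the 2 iEpt only grafts were identified by elimination, as the grafts that it does not name. The authors normalized the reads per gene with DESeq and deposited 1 value per gene and sample on a log2 scale, for 23284 mouse genes. The MEF, prostate and iEpt+NAF samples are in 1 table and the 2 iEpt only grafts in another, with 23259 gene names found in both. High values, checked up to a value of 15, all corresponded to a whole number of reads times a constant for each sample, which gave an estimate of the reads counted on genes. The estimate ranged from 17371427 to 23446528 reads in the iEpt+NAF grafts (median 19821344), from 16767292 to 22512393 in prostate (median 19575164) and from 20418163 to 26152345 in MEFs (median 22499066), and was 6629665 and 9662059 in iEpt only grafts FS022 and FS023. The Methods state a higher number of single-end reads, and the values used here rest on the reads counted on genes. A gene with 3 reads had a value of 1.68 to 2.34 in the first table and of 3.12 and 2.70 in FS022 and FS023, and these values were taken as the smallest that the depth can show. Such floors cover counting error only. Differences between groups were tested on the deposited log2 values with limma, and single genes with exact two-sided permutation tests over samples. The tests against MEFs treat the 6 MEF samples as independent. These samples form 3 close pairs that may be repeat cultures, so p-values against MEFs may be too small. The 10 genes with the most reads took a median of 19.7% of the reads in prostate, 8.91% in MEFs and 4.73% in the iEpt+NAF grafts.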

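The same samples gave the levels of epithelial and stromal markers. Krt8, which encodes the luminal keratin CK8 and lies on chromosome 15 from 101827142 to 101834773 in the mouse assembly mm9, had a log2 value of 13.26 ± 0.53 (SD, n = 5) in the iEpt+NAF grafts, 12.77 ± 0.35 (SD, n = 6) in prostate and 3.79 ± 1.37 (SD, n = 6) in MEFs. Reads of keratin genes could be shared with their pseudogenes, and the paper's text does not say how such reads were counted. Over all 5 grafts, the grafts and prostate could not be told apart for Krt8 (exact two-sided permutation test, p = 0.106). The log2 fold change of prostate over grafts was -0.49 (adjusted p = 0.109 from limma). Without FS002 it was -0.70 (adjusted p = 0.0145 from limma), under the minimum size of 1 required to pass. Without any other graft the adjusted p stayed above 0.05. Every graft was above every MEF sample (p = 0.0022 by the same exact test, the smallest p that 5 samples against 6 allow). Krt5, which encodes the basal keratin CK5 and lies on chromosome 15 from 101537501 to 101543322, was at 11.11 ± 3.45 (SD, n = 5) in the grafts and at 10.95 ± 0.26 (SD, n = 6) in prostate, and its level in graft FS008 was 5.13 against 11.67 to 13.73 in the other 4 grafts. Over all 5 grafts, Krt5 did not differ detectably from prostate (log2 fold change of prostate over grafts -0.16, adjusted p = 0.92 from limma). Without FS008 it passed as higher in the grafts (log2 fold change -1.65, adjusted p = 0.0028 from limma), and without any other graft the log2 fold change was -0.02 to 0.50 and did not pass. Trp63 was at 9.35 ± 1.12 (SD, n = 5) in the grafts and at 9.60 ± 0.26 (SD, n = 6) in prostate, and the direction of this difference changed when graft FS008 was left out. Krt18 was lower in the grafts than in prostate, at 12.42 ± 0.95 (SD, n = 5) against 14.13 ± 0.14 (SD, n = 6), with no overlap between the groups (exact permutation test, p = 0.0022). Pbsn, which encodes the secretory protein Probasin, lies on chromosome X from 75083240 to 75098962. It was at 6.35 ± 1.29 (SD, n = 5) in the grafts and at 17.60 ± 0.51 (SD, n = 6) in prostate, a log2 fold change of 11.26 (standard error 0.51, adjusted p = 1.11e-07 from limma with Benjamini-Hochberg adjustment). The 5 grafts FS002, FS003, FS005, FS007 and FS008 had Pbsn values of 8.32, 6.68, 5.00, 6.29 and 5.43, none above the highest MEF sample, FS015 at 8.55, and in MEF samples FS015 to FS018 Pbsn was present at a nearly constant fraction of its prostate level along with other abundant prostate transcripts. In a table of their own, the 2 iEpt only grafts had 2.17 and 1.10, below the level of 3 reads. The stroma of the grafts comes from rat mesenchyme, and the values are for mouse genes. Whether rat reads aligned to mouse genes is not stated in the paper's text. Acta2, which encodes smooth muscle α-actin, was at 11.60 ± 1.13 (SD, n = 5) in the grafts and at 14.99 ± 0.26 (SD, n = 6) in prostate (exact permutation test, p = 0.0022). In iEpt only grafts FS022 and FS023, also grown with rat mesenchyme, it was at 15.09 and 9.73. A low Acta2 value was thus not common to all grafts with rat mesenchyme. Vim was at 12.77 ± 0.88 (SD, n = 5) in the grafts and at 11.33 ± 0.37 (SD, n = 6) in prostate (exact permutation test, p = 0.0065).

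**Figure D1:**
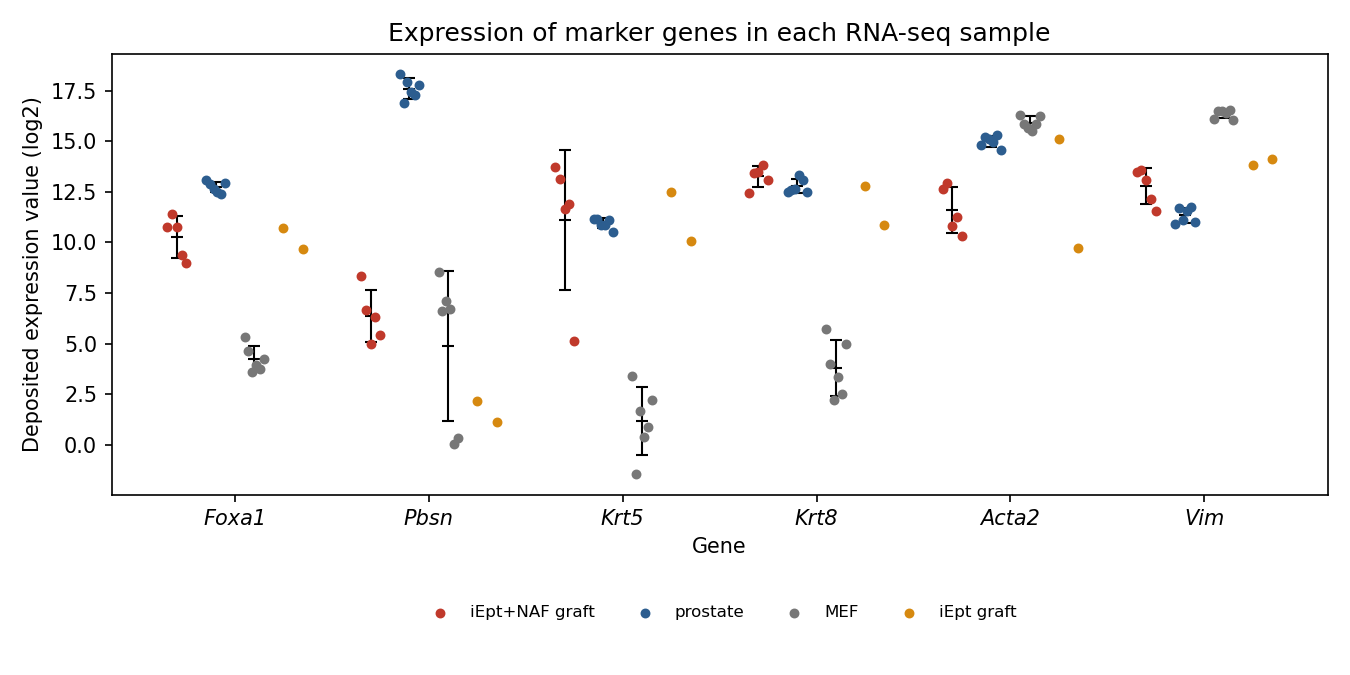
Deposited log2 expression values (vertical axis) of 6 genes (horizontal axis) in each of the 5 iEpt+NAF grafts, 6 prostate, 6 MEF and 2 iEpt only samples. Each point is a sample, the tick with bars is the mean ± SD of the groups with more than 2 samples, and Pbsn lies between 16.88 and 18.32 in prostate and between 5.00 and 8.32 in the iEpt+NAF grafts.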

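The deposited values sum the reads of each mouse gene, so that transcripts of an endogenous gene and of a mouse coding sequence carried by a virus are counted together. Whether reads of the human coding sequences of OSKM also aligned to the mouse genes is not stated in the paper's text. In mm9, with the GENCODE M1 annotation, the master regulator Foxa1 lies on chromosome 12 from 58641618 to 58647108. Of the genes of the OSKM factors, Pou5f1 lies on chromosome 17 from 35642982 to 35647721, Sox2 on chromosome 3 from 34548927 to 34551383, Klf4 on chromosome 4 from 55540013 to 55545347 and Myc on chromosome 15 from 61816946 to 61821929. Pou5f1, which encodes OCT4 and whose reads could be shared with pseudogenes, was at or below the level of 3 reads in all 6 prostate and all 6 MEF samples. Its log2 value was 9.79, 4.52 and 8.96 in grafts FS002, FS003 and FS005, and was at or below the level of 3 reads in FS007 and FS008. Sox2 was at 10.44 ± 0.32 (SD, n = 5) in the iEpt+NAF grafts, 6.78 ± 0.18 (SD, n = 6) in prostate and 3.95 ± 0.63 (SD, n = 6) in MEFs, with no overlap between any 2 of these groups (exact two-sided permutation test of grafts against prostate, p = 0.0022). Its highest prostate value, 7.12 in FS009, stood apart from the other 5 at 6.64 to 6.82. Klf4 was higher in the grafts than in prostate, at 9.10 ± 0.27 (SD, n = 6, exact permutation test, p = 0.0043), with overlap between the groups. It did not differ detectably between the grafts and MEFs (10.08 ± 0.65, SD, n = 5, against 10.00 ± 0.45, SD, n = 6, exact permutation test, p = 0.81), and the direction of the difference from MEFs changed without graft FS003 or FS007. Myc was lower in the grafts, at 8.82 ± 1.21 (SD, n = 5), than in prostate, at 10.12 ± 0.12 (SD, n = 6, exact permutation test, p = 0.0022). It was also lower than in MEFs, at 10.16 ± 0.26 (SD, n = 6, p = 0.0022 by the same exact test). Its lowest value, 6.69, was in graft FS008. Without FS008 the log2 fold change of prostate over grafts fell from 1.30 to 0.77. That of grafts over MEFs went from -1.34 to -0.81. Both kept an adjusted p under 0.05 from limma but lay under the minimum size of 1 required to pass. Nanog had values of 5.43, 2.16 and 5.84 in grafts FS002, FS003 and FS005, and was at or below the level of 3 reads in FS007 and FS008, in all 6 prostate samples, the highest of them FS014 at 1.40, and in every MEF sample except FS015, at 1.97. The grafts differed from prostate by the exact two-sided permutation test (p = 0.0325) and not from MEFs (p = 0.0779 by the same exact test). In limma, adjusted over all genes, neither difference passed (adjusted p = 0.065 and 0.0791), although it passed against prostate without FS007 or FS008 and against MEFs without FS008 (adjusted p = 0.0405, 0.0137 and 0.024).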

Using these RNA-seq data, we determined whether the iEpt+NAF grafts retain expression of the exogenous virally introduced human OSKM as well as organogenesis MRs by comparison of the exogenous human coding regions and the endogenous mouse untranslated regions (UTRs) and coding regions (Supplementary Table 2). These data suggest that maintenance of reprogrammed prostate tissue does not require continuous expression of exogenous MRs.

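Foxa1, one of the introduced master regulators, had log2 values of 10.77, 11.40, 10.76, 9.37 and 8.97 in grafts FS002, FS003, FS005, FS007 and FS008. The SD was larger between these 5 grafts (10.25 ± 1.03, SD, n = 5) than in prostate (12.73 ± 0.26, SD, n = 6), and the level was 4.24 ± 0.64 (SD, n = 6) in MEFs. Every graft was below every prostate sample and above every MEF sample (exact two-sided permutation test, p = 0.0022 for each). The log2 fold change of prostate over grafts was 2.48 (standard error 0.39, adjusted p = 0.000269 from limma with Benjamini-Hochberg adjustment), and that of grafts over MEFs was 6.01 (standard error 0.47, adjusted p = 1.35e-06 from the same test). The paper's Supplementary Table 2 lists a ratio of 3′ UTR to coding reads of 0 for Foxa1 in FS007 and FS008, and ratios above 0 in the other 3 grafts. The iEpt only grafts FS022 and FS023, in a table of their own, had Foxa1 values of 10.71 and 9.65. From the 3′ UTR and coding reads and the human coding reads in Supplementary Table 2, the paper proposes that reprogrammed prostate tissue is maintained without continued expression of the exogenous master regulators.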

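Between prostate (n = 6) and MEFs (n = 6), 7026 of 14560 genes had an adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1, with 4044 higher and 2982 lower in prostate. The genes tested had a mean value of at least 10 on the linear scale over the samples compared. Between iEpt+NAF grafts (n = 5) and MEFs, 6757 of 16121 genes passed the same criteria, with 4815 higher and 1942 lower in the grafts. Leaving out the minimum fold change moved these counts most, to 11772 and 10573 genes. Quantile normalization between samples changed the split to 3344 higher and 3567 lower in prostate, and to 2556 higher and 3724 lower in the grafts. Among the genes that passed with no overlap between the groups, the largest increases in prostate were in Sbp, Pbsn and Spink3, with log2 fold changes of 13.55, 12.71 and 12.62. These 3 genes are among those found in MEF samples FS015 to FS018 at a nearly constant fraction of their prostate level, and their values in MEFs spread widely (6.74 ± 5.24, SD, n = 6, for Sbp). The largest decreases among such genes were in Spp1, Col10a1 and Grem1, with log2 fold changes of -9.99, -9.75 and -9.67. By the same rule, the largest increases of the grafts over MEFs were in Ltf, Kap and Psca, with log2 fold changes of 13.46, 13.44 and 12.89, and the largest decreases in Il1rl1 and Lox, with log2 fold changes of -9.38 and -7.30. Kap is a marker gene of kidney, and with a log2 fold change of -13.86 it also had the largest decrease in prostate against the grafts by this rule.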

To assess the molecular similarity of the reprogrammed prostate tissue to normal wild-type mouse prostate tissue, we performed Gene Set Enrichment Analysis (GSEA) using a reprogrammed tissue recombinant gene expression signature, defined between profiles of iEpt+NAF grafts versus MEFs, and a normal prostate signature, defined between profiles of wild-type prostate tissue versus MEFs. 

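Of the 14300 genes tested in both comparisons with MEFs, 4098 passed in both with the same direction, 2535 of them higher and 1563 lower than in MEFs, and 123 passed in opposite directions. Of the 3809 genes that were higher in prostate and also tested in the grafts, 66.6% were higher in the grafts too, and of the 2982 that were lower, 52.4% were lower in the grafts. Quantile normalization changed the shared genes to 1432 higher and 2291 lower. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.807 and a Spearman correlation of 0.786. The same MEF samples entered both comparisons, which can by itself make the fold changes alike. The shared counts and the correlations were not computed without shared MEF samples, so they do not measure similarity on their own. For GSEA, 23284 genes were ranked by the unequal-variance t statistic between prostate and MEFs, used as a score only. The 200 genes at the top and the 200 at the bottom of the ranking of iEpt+NAF grafts against MEFs were taken as gene sets, since the paper's text does not name their size. The 200 upper genes had an enrichment score (ES) of 0.86 and a normalized enrichment score (NES) of 3.05, and the 200 lower genes had an ES of -0.85 and an NES of -3.32. The p-value was 0.001 for both by permutation with 1000 random gene sets of the same size, the smallest p that they allow. Of the 200 upper genes, 193 were higher in prostate than in MEFs, and of the 200 lower genes, 194 were lower. The ES of the upper genes moved most when the running sum was not weighted, to 0.71. With MEF samples FS015 to FS017 in the prostate signature and FS018 to FS020 in the graft signature, so that no sample was shared, the ES was 0.81 and -0.86, although each of these MEF samples has in the other signature a sample that is much closer to it than the other MEF samples are. Set directly against the grafts, prostate differed in 5440 of 16353 genes by the criteria of the other comparisons, with 1683 higher and 3757 lower in prostate, a split that quantile normalization changed to 3058 higher and 2342 lower.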

Comparison of these signatures revealed striking enrichment between the reprogrammed tissue recombinant signature and the normal prostate signature (Fig. 5g). 

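The 2 iEpt only grafts were in a separate table, and no test between groups of samples was made across the 2 tables. In both tables the values rest on the same added constant on the linear scale. Over 10188 genes above a value of 5 in every sample, the median difference from the mean of all samples was -0.10 and -0.12 log2 units in FS022 and FS023, and the median difference of each sample was subtracted from its values before the tables were combined. The table and the condition cannot be told apart, since all samples of the second table are iEpt only grafts. The Spearman correlation across genes between FS022 and FS023 was 0.720 over genes with a linear mean of at least 10, against 0.805 to 0.942 for the 10 pairs of iEpt+NAF grafts.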

As a further comparison, we performed a second GSEA using a second reprogrammed prostate signature defined between profiles of iEpt+NAF grafts versus iEpt grafts (that did not contain prostate tissue), compared with a normal prostate signature defined between wild-type prostate tissue versus iEpt grafts. 

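With the 2 iEpt only grafts in place of MEFs, 23253 genes were ranked by the same statistic between prostate and iEpt only grafts. The 200 genes at the top of the ranking of iEpt+NAF grafts against iEpt only grafts had an ES of 0.86 and an NES of 3.28 in this ranking, and the 200 genes at the bottom had an ES of -0.82 and an NES of -2.94. Both p-values were 0.001 by permutation with 1000 random gene sets, the smallest that these allow. The same 2 iEpt only grafts entered both signatures. With FS022 in the prostate signature and FS023 in the graft signature, and genes ranked by log2 fold change, the ES of the upper genes was -0.50 and that of the lower genes -0.70. With this ranking and both grafts in both signatures, the values were 0.58 and -0.86. When the grafts are split, a gene that differs between FS022 and FS023 shifts the 2 signatures in opposite directions. The split therefore cannot tell an effect of sharing grafts from the difference between these 2 grafts. The upper gene sets taken against MEFs and against iEpt only grafts shared 6 genes. The similarity of each sample was also measured as its Spearman correlation across genes with the mean of the prostate samples, less that with the mean of the MEF samples, each prostate or MEF sample being left out of the mean of its own group. This difference was 0.034 ± 0.0046 (SD, n = 5) in the iEpt+NAF grafts, 0.098 ± 0.0041 (SD, n = 6) in prostate and -0.090 ± 0.0064 (SD, n = 6) in MEFs. The iEpt+NAF grafts lay above all MEF samples and below all prostate samples (exact two-sided permutation test, p = 0.0022 for each, the smallest p that 5 against 6 allow). The iEpt only grafts FS022 and FS023 had differences of 0.039 and -0.0026. From the enrichment between the signatures in Fig. 5g and Fig. 5h, the paper concludes that the reprogrammed tissue is similar to normal prostate at the molecular level.

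**Figure D2:**
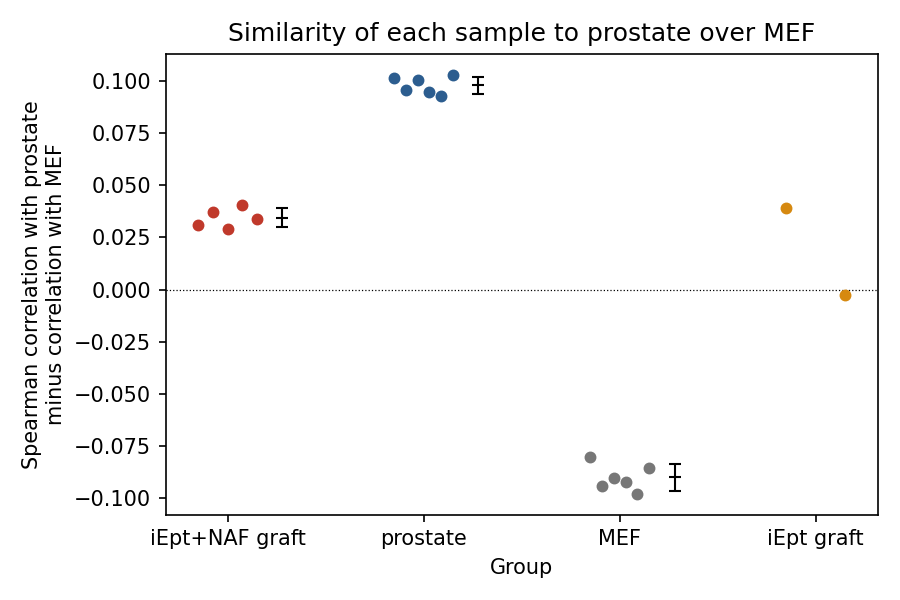
Similarity of each sample to prostate over MEFs, as the Spearman correlation across genes with the mean prostate profile minus that with the mean MEF profile (vertical axis, no unit), by group (horizontal axis). Each point is a sample, the tick with bars is the mean ± SD of a group, not drawn for the 2 iEpt only grafts, and the 5 iEpt+NAF grafts lie at 0.029 to 0.041, between the MEF and the prostate samples.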

Again, we found a strong enrichment between these two signatures (Fig. 5h), indicating the significant molecular similarity of the reprogrammed tissue to normal prostate.

### Reprogramming does not require traversal of pluripotency

Recent studies have reported that the generation of neuronal progenitors and cardiomyocytes using primed conversion protocols that utilize expression of OSKM require an intermediate ‘pluripotent' state marked by transient expression of *Nanog* and *Oct4* (refs 20, 21). To investigate whether iEpt and iEpt+MR cells traverse this intermediate state, we used MEFs and MDFs derived from *Oct4-GFP* knock-in mice^34^. Using retroviral expression of OSKM, we could not detect any GFP-positive cells in iEpt culture, even though we could readily detect GFP-positive iPSC colonies grown in ES culture media (Supplementary Fig. 2a,b). We obtained similar results using MEFs derived from a transgenic *Tg(Oct4-GFP)* reporter line^35^ (Supplementary Fig. 2c).

As a more stringent test, we employed lineage-tracing to follow the expression of Tomato in MEFs derived from *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* mice that we have generated (Supplementary Fig. 3a,b). When cultured in the presence of 4-hydroxytamoxifen (4-OHT), activation of *Nanog* transgene expression results in Cre-mediated recombination and expression of the Tomato reporter, which permanently marks *Nanog*-positive cells and all of their progeny, even if they no longer express *Nanog*, thus enabling detection of transient *Nanog* expression. Thus, under standard conditions for generation of iPSC cells, we readily detected Tomato-positive cells that subsequently gave rise to Tomato-positive iPSC colonies (Supplementary Fig. 3c,d). Under iEpt conditions, however, we found that Tomato-positive cells did not represent a significant percentage of the culture at any time point examined, and that their frequency was decreased by the expression of MRs (Fig. 6a,b; Supplementary Fig. 3e). We obtained similar findings using MEFs from *Nanog-CreER/+; R26R-Tomato/+* mice^20^ as well as *Oct4*^*CreER/+*^*; R26R-YFP* mice^36^ that were previously utilized for lineage-tracing during neuronal and cardiomyocyte primed conversion (Supplementary Fig. 3f,g).

Notably, following tissue recombination and renal grafting of *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* iEpt cells cultured in the continuous presence of 4-OHT, Tomato-positive cells were only found as scattered populations (Fig. 6c). After grafting of *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* iEpt+NAF cells grown with continuous 4-OHT both in culture and *in vivo,* we found that Tomato-positive cells formed ductal structures that did not display prostate features, whereas Probasin-positive prostate ducts were uniformly Tomato-negative (Fig. 6d–f). Thus, these results indicate that primed conversion does not necessarily require transit through an intermediate Nanog-positive state.

## Discussion

Our findings show that Nkx3.1, AR, and Foxa1, which we identified computationally as candidate master regulators of prostate organogenesis are in combination sufficient to confer prostate identity upon fibroblasts. Taken together with previous loss-of-function analyses of these genes^23^,^24^,^25^,^37^,^38^, we demonstrate that these genes are both necessary and sufficient for prostate specification, and validate their identification as master regulators of prostate organogenesis. Our results are also consistent with the observation that Nkx3.1 and Foxa1 interact with AR to form a complex on a subset of AR transcriptional targets^28^,^29^, although they are likely to have AR-independent functions as well. In addition, recent work has shown that overexpression of Nkx3.1 can respecify mouse seminal vesicle epithelium to prostate^39^, indicating that the reprogramming activity of Nkx3.1 is a more general property. Overall, our results confirm the predicted synergy of these factors in prostate reprogramming, providing experimental validation of the computational approaches used in master regulator analysis in a gain-of-function assay.

Our findings also highlight the value of tissue recombination approaches for the generation of reprogrammed tissues containing epithelial and stromal compartments. In particular, the ability of organ-specific mesenchyme to promote expansion of epithelial tissue progenitors has been previously recognized^40^. Furthermore, earlier studies have described the generation of prostate tissue from human embryonic stem (ES) cells in tissue recombination and renal grafting assays with embryonic urogenital mesenchyme or seminal vesicle mesenchyme^41^; however, we were unable to detect formation of prostate tissue following grafting of mouse iPSC with UGM. More recently, reprogrammed thymic epithelial cells recombined with immature thymocytes and embryonic thymic mesenchyme have been shown to produce functional T cells in renal grafts^42^.

Taken together, our studies establish proof-of-concept for a new systems-driven approach for the unbiased and unsupervised identification of specification factors that can drive tissue reprogramming. In contrast with methods that reprogram fibroblasts to a specific cell type in culture, our approach facilitates generation of entire three-dimensional functional tissues *in vivo.* Recent studies have described several distinct computational methods for the prediction of candidate cell type specification genes^43^,^44^,^45^. Notably, given the general requirement for multiple factors to implement reprogramming, the proposed approach for identification of synergistic interactions is especially advantageous, since it reduces the relatively large number of potential specification genes to a handful of computationally prioritized combinations that can be more easily validated experimentally. Indeed, synergy analysis has been highly successful in identifying gene combinations that drive B-cell proliferation, the mesenchymal subtype of glioblastoma, and prostate cancer malignancy^16^,^18^,^19^. Our new findings suggest that it will be generally successful for elucidation of reprogramming factor combinations. Thus, we propose that these and related computational systems approaches will be effective in filling current gaps in our understanding of regulatory factors governing differentiation of desired cell types and tissues.

## Methods

### Computational systems analyses

We generated the prostate organogenesis signature from published microarray expression data^22^. This signature is represented by a list of genes ranked by their differential expression between E16.5 and P90 (*n*=3 biological replicates each). The organogenesis signature was used to interrogate a human prostate interactome^16^ for master regulator analysis and computational prediction of synergy^18^,^19^. We performed 1,000 gene permutations to estimate statistical significance (*P* value) of the Normalized Enrichment Score (NES) for identified MRs. The NES of each MR protein represents the enrichment of its interactome transcriptional targets among genes differentially expressed in the organogenesis signature. Master regulator analysis (MARINa) is available for download at http://califano.c2b2.columbia.edu/software/ as well as through the *viper* package^46^ in Bioconductor.

### Mouse strains

All experiments involving animals were performed according to protocols approved by the Institutional Animal Care and Use Committee at Columbia University Medical Center. *Nkx3.1*^*lacZ/+*^ mice have been previously described^25^, while other lines were obtained from the Jackson Laboratory Induced Mutant Resource, corresponding to *Gt(ROSA)26Sor*^tm1(rtTA*M2)Jae^ *Col1a1*^*tm4(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae*^/J, stock #011011)^31^, *Oct4-GFP* (B6:129S4-*Pou5f1*^*tm2Jae*^/J, stock #008214)^34^, *Tg(Oct4-GFP)* (B6;CBA-*Tg(Pou5f1-EGFP)2Mnn*/J, stock #004654)^35^, *Oct4-CreER* (B6(SJL)-*Pou5f1*^tm1.1(cre/Esr1*)Yseg^/J, stock #016829)^36^, *R26R-Tomato* (B6;129S6-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J, stock #007908), and *R26R-YFP* (B6.129X1-*Gt(ROSA)26Sor*^*tm1(EYFP)Cos*^/J, stock #006148)^47^.

To generate *Tg(Nanog-CreER*^*T2*^) mice, BAC recombineering^48^ was used to insert a *CreER*^*T2*^ cassette precisely at the translation initiation site of the *Nanog* locus on the bacterial artificial chromosome (BAC) vector RP23-406B15 (BACPAC Resources), which has been previously shown to contain essential *Nanog* regulatory sequences^49^. The resulting engineered BAC was utilized for pronuclear microinjection to generate transgenic mice, using standard methods.

### Cell culture

MEFs were derived from the limbs of E13.5 embryos and dermal fibroblasts (MDFs) were derived from P0-P1 mice using standard protocols. Male and female littermates were pooled to generate fibroblast cultures. We sorted these MEF and MDF cultures against CD45/Ter119/CD31/Mac-1(CD11b)/EpCAM to exclude potential contamination with hematopoietic, endothelial, macrophages and epithelial cells.

MEFs and MDFs were cultured in DMEM supplemented with 10% FBS, 1 × antibiotic/antimycotic (Invitrogen) on 0.1% gelatin-coated tissue culture plates (Millipore). iEpt cells were generated in defined basal epithelial media Cnt-Prime (CellnTec) supplemented with 100 nM dexamethasone (Sigma). iPSCs were maintained in DMEM/F12 medium supplemented with 10% knock-out serum replacement, 1x nonessential amino acids, 1 × GlutaMax, 1 × antibiotic/antimycotic, 55 μM β-mercaptoethanol (all from Invitrogen), and 1000 U ml^−1^ mouse Leukemia Inhibitory Factor (LIF; Millipore). iPSC colonies were passaged on mitomycin-treated passage 1 wild-type MEFs and maintained in the same media with 10% FBS. Mitomycin was used at a concentration of 10 μg ml^−1^ for 3 h.

### Reprogramming assays

For studies using OSKM expression from the Rebna retroviral vector^50^, viral constructs^51^ encoding human *OCT4, SOX2, KLF4* and *c-MYC* were transfected into Phoenix E cells using Lipofectamine 2000 (Invitrogen), either as a pool or individually in equal concentrations, in which case viral supernatants were mixed just prior to use. After 24 h, transfected Phoenix E cells were treated with 2 μg ml^−1^ puromycin for 2 days and then switched to MEF media. After 12 h in MEF media, viral supernatants were collected every 12 h until cultures became overgrown, followed by splitting 1:4 and another round of puromycin selection. Lin^−^CD11b^−^EpCam^−^ MEFs or MDFs were plated at 250,000 cells per plate in 6 cm dishes and infected with 45-μm-filtered viral supernatants 4 × every 12 h. Cells were switched to basal epithelial medium at 48 h after the last infection. At 6 days post-OSKM infection, cells were infected 4 × over 2 days with lentiviruses expressing mouse *Nkx3.1-IRES-GFP,* human *AR* and mouse *Foxa1* individually or in combination; lentiviral supernatants were generated as above. The resulting iEpt+MR cells were cultured for an additional 8 days in basal epithelial medium to allow flow-sorting for Nkx3.1-GFP^+^ cells, puromycin selection for Foxa1^+^ cells and blasticidin selection for AR^+^ cells. OSKM-expressing cells that were not infected with lentiviral MRs were used as controls.

For studies using doxycycline-inducible OSKM, passage 0 MDFs obtained from P0 Col1a1-tetO-OKSM;R26r-rtTA*M2 mice were treated with 2 μg ml^−1^ doxycycline in MEF media for 9 days followed by 8 days of doxycycline withdrawal in basal epithelial media to generate iEpt cells. To generate iEpt+MR cells, lentiviral Nkx3.1, AR and Foxa1 pools (singly or in combination) were used to transduce the cells during days 6 and 7 of doxycycline-induction.

To generate iPSC cells as controls, we used Rebna OSKM retroviruses to infect MEFs derived from E13.5 *Oct4-GFP* embryos and from E13.5 *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* embryos, followed by culture in iPSC media in the presence of LIF. Stable undifferentiated GFP-positive or Tomato-positive iPSC colonies were picked at 14–21 days after infection and expanded on feeder cells (mitomycin-treated MEFs) in the presence of LIF. To generate iPSC cells using the doxycycline-inducible system, we treated limb MEFs derived from Col1a1-tetO-OKSM;R26r-rtTA*M2 mice for 11 days with 2 μg ml^−1^ doxycycline in iPSC media in the presence of LIF, followed by doxycycline withdrawal for 5 days. Doxycycline-independent iPSC colonies were picked and passaged onto feeder cells for several passages and used in tissue recombination assays.

### Tissue recombination and renal grafting assays

To perform tissue recombination, 25,000–50,000 iEpt or iEpt+MR cells at 16 days post-infection with OSKM or 1,000–1,500 iPSC cells were mixed with 250,000 dissociated rat urogenital mesenchyme (UGM) cells from E18.5 Sprague-Dawley rat embryos (Charles River), and resuspended in 10 μl of 9:1 collagen/setting buffer solution (10 × Earle's balanced salt solution (Life Technologies), 0.2 M NaHCO_3_, 50 mM NaOH). Recombinants were cultured overnight in DMEM with 10% FBS and 100 nM DHT, followed by grafting under the kidney capsules of male nude mice (Taconic CrTac:NCr-*Foxn1*^*nu/nu*^). For each tissue recombination experiment, rat UGM alone was grafted as a negative control to exclude contamination with rat urogenital epithelium. To augment androgen levels, 12.5 mg per 90 day release testosterone pellets (Innovative Research of America) were placed subcutaneously into graft hosts. Renal grafts were harvested for analysis at 6 weeks after implantation.

For control tissue recombinants, mouse prostates (all lobes combined) from WT C57BL/6 and *Nkx3.1*^*lacZ/+*^ mice at 6 weeks of age were collected and dissociated following published protocols^52^, followed by tissue recombination as above. A similar procedure was employed to generate secondary grafts by dissociation of primary iEpt+MR grafts followed by tissue recombination with rat UGM and renal graft implantation. Finally, to evaluate the effect of androgen deprivation on the prostate tissue obtained in renal grafts, nude mouse hosts containing iEpt+MRs secondary grafts were castrated and the testosterone pellet removed.

### Analysis of grafts by histology and immunostaining

Cells cultured in chamber slides were fixed with 4% paraformaldehyde for 30 min, followed by PBS washes and permeabilization-blocking in 0.05% Tween 20/1 × PBS/5% goat serum. For paraffin sectioning, tissues were fixed in 10% formalin for 12–24 h, followed by tissue processing and embedding. Hematoxylin–eosin staining was performed using standard procedures. 5 μm sections were subjected to antigen retrieval by boiling in citrate acid-based antigen unmasking solution (Vector Labs) for 20 min. Sections or fixed cells were incubated with primary antibodies (see antibody suppliers and dilutions in Supplementary Table 3) at 4 °C overnight in humidified chambers. Alexa Fluors (Life Technologies) were used for secondary antibodies. Fluorescence images were acquired using a Leica TCS5 spectral confocal microscope.

Tissue recombinants were systematically sectioned through the entire graft, with four to six 5 μm sections collected every 40–150 μm depending on the graft size, and used for hematoxylin–eosin staining. When prostate-like glandular morphology was observed by bright-field microscopy, we collected 30 serial 5-μm sections for hematoxylin–eosin and immunostaining. Grafts that were entirely composed of prostate tissue were sectioned throughout, with four 5-μm sections collected every 30 μm.

We defined prostate tissue histologically as stratified ductal epithelium forming irregular lumenal projections together with eosinophilic secretions and surrounded by stroma. Tissue architecture was evaluated by immunostaining with basal (CK5) and luminal (CK8) epithelial markers, and confirmed as functional prostate tissue by immunostaining with Probasin, a prostate-specific secretory protein. Immunostaining for beta-galactosidase was used to demonstrate activation of endogenous prostate-specific *Nkx3.1* expression in grafts derived from *Nkx3.1*^*lacZ/+*^ iEpt+MR cells.

### Analysis of experimental synergy

To determine whether the observed effects of the master regulators (MRs) were synergistic, we compared their experimentally observed combined effects in the reprogramming assay to their predicted ‘additive' effects. The predicted additive effects for Nkx3.1, Foxa1, and AR were estimated using a log-linear model based upon observed efficiencies of prostate tissue formation in the reprogramming assay (expressed as %, ranging from 0 to 100%). Log-transformed efficiencies were utilized to fit a linear least-squares curve between control (iEpt) and each test (for example, iEpt+MR) group. Slopes for either (i) a combination of single MRs, or (ii) a pair of MRs combined with an effect of a single MR, were then added to estimate their potential additive effect over the base. The predicted additive effect was then compared to the experimentally observed effect using a one-sample (one-tailed) *t*-test.

### Molecular analysis of gene expression profiles

RNA-sequencing analyses (30 million single-end reads) for MEFs (*n*=6), iEpt+NAF grafts (*n*=5), iEpt only grafts (*n*=2), and wild-type prostate tissue (*n*=6) were performed by the Columbia Genome Center using an Illumina Hi-Seq instrument. Computational analyses were done in R-studio 0.99.902, R v3.3.0. Raw counts were normalized using the DESeq package^53^. 

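The constant of each sample, which is the value of 1 read after normalization, was 0.599 to 0.893 in the iEpt+NAF grafts, 0.832 to 1.20 in prostate and at most 0.927 in MEFs, and 2.38 and 1.67 in iEpt only grafts FS022 and FS023. On this scale a gene with 0 reads has a value of -0.31. The deposited values at 0 reads scattered around it with an SD of 1.07 to 1.12.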

Differential gene expression signatures were defined using *t*-test statistics between graft and fibroblast or iEpt samples to define the reprogrammed tissue signature, and between prostate and fibroblast or iEpt samples to define the normal prostate signature. Signatures were compared using GSEA^54^, where the statistical significance (*P* value) of the enrichment was estimated using 1000 gene permutations.

To determine the expression of exogenous MRs and pluripotency factors in grafts, we performed alignment of the untranslated regions (UTRs) and coding regions of the respective genes to the RNA-seq BAM files of our samples using SAMtools. The UTRs and the coding regions were input according to the UCSC Genome Browser using the human GRCh37/hg19 and the mouse NCBI Build 37/mm9 genome data as references. The presence of exogenous and endogenous transcripts was confirmed by visualization with the Integrative Genomics Viewer (IGV).

### Data availability

The RNA-seq data generated in this study are deposited in the Gene Expression Omnibus database under the accession code GSE83298. The authors declare that all the data supporting the findings of this study are available within this article and its Supplementary Information, or are available from the corresponding author upon reasonable request.

## Additional information

**How to cite this article:** Talos, F. *et al*. A computational systems approach identifies synergistic specification genes that facilitate lineage conversion to prostate tissue. *Nat. Commun.* **8,** 14662 doi: 10.1038/ncomms14662 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables.

Supplementary Data 1 Candidate MRs for the E16.5 to D90 prostate organogenesis phenotypic transition.

Peer Review File

## Figures and Tables

**Figure 1:**
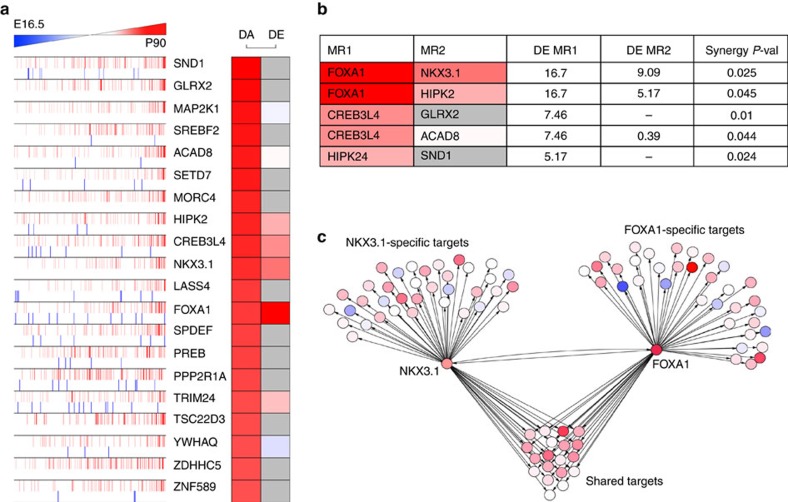
Identification of driver genes for prostate specification. (**a**) List of activated candidate master regulators (MRs) and enrichment profile of their activated (red bars) and repressed (blue bars) target genes on the prostate organogenesis signature, as defined by differential expression analysis of embryonic day 16.5 (E16.5) and postnatal day 90 (P90). Differential activity (DA) is computed as the Normalized Enrichment Score (NES) of the transcriptional targets of a given MR among differentially expressed genes in the signature as computed by MARINa, while differential expression (DE) corresponds to the change in expression of a given MR in the signature. Red indicates increased differential activity/expression, white indicates no significant activity/expression and grey indicates that the gene was not represented on the experimental platform used to generate the signature. (**b**) MR pairs that are predicted to act synergistically regulate the prostate organogenesis signature, including *t*-test and synergy *P* values. (**c**) Network representation of both shared and individual transcriptional targets of NKX3.1 and FOXA1; under-expressed genes and over-expressed genes are represented as blue and red circles, respectively.

**Figure 2:**
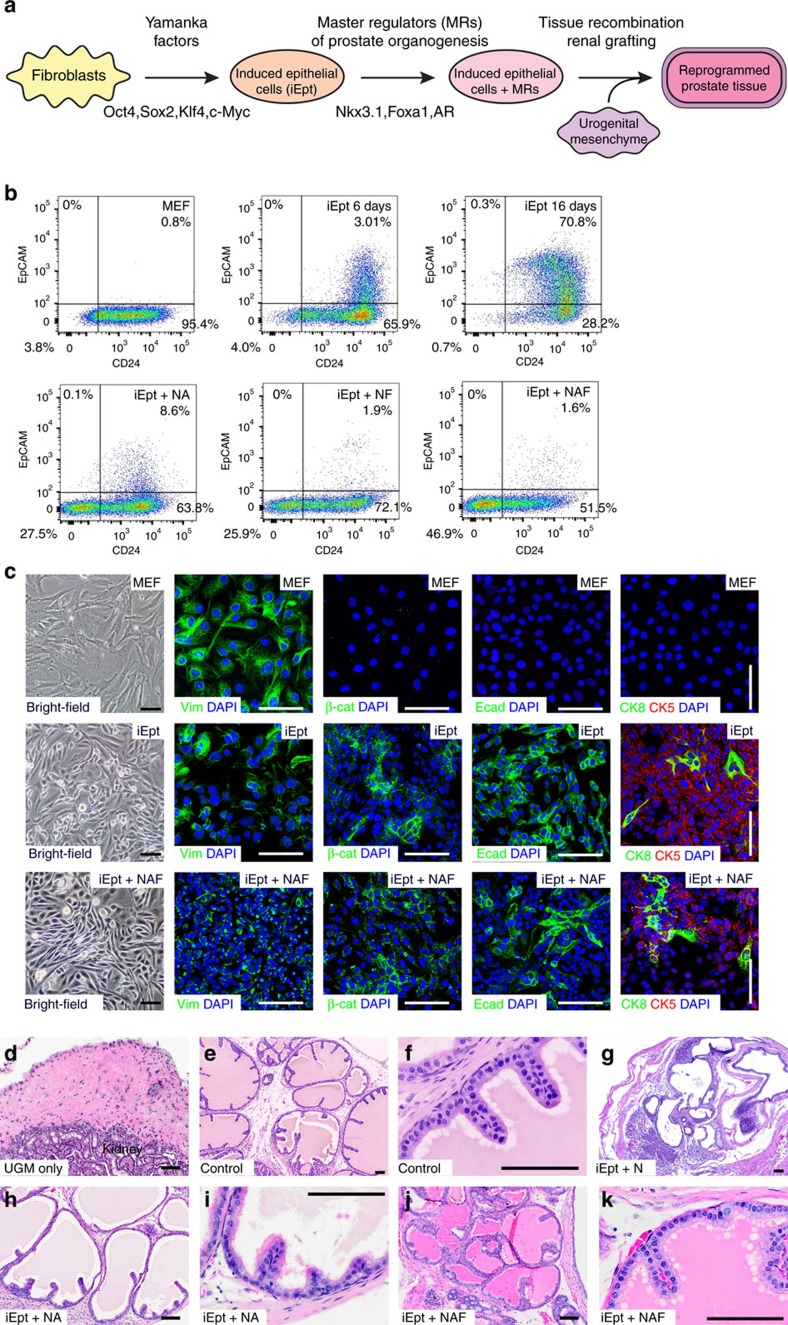
Conversion of fibroblasts into prostate tissue. (**a**) Strategy for production of prostate tissue from fibroblasts by primed conversion. (**b**) Generation of EpCAM^**+**^CD24^**+**^ cells in MEFs transduced with retroviruses expressing *OCT4, SOX2, KLF4,* and *c-MYC* is decreased by infection at 6 d with the indicated combinations of prostate MRs (Nkx3.1+AR=NA; Nkx3.1+Foxa1=NF; Nkx3.1+AR+Foxa1=NAF), as analysed by flow-sorting at 16 days. Representative data from four independent experiments are shown. (**c**) Immunostaining for the mesenchymal marker vimentin (Vim) decreases and for the epithelial markers β-catenin (β-cat), E-cadherin (Ecad), cytokeratin 5 (CK5), and cytokeratin 8 (CK8) increases after formation of iEpt cells and infection with MRs (iEpt+NAF); scale bars indicate 50 μm. Representative images from four independent experiments are shown. (**d**–**k**) Hematoxylin–eosin (H&E) staining of renal grafts obtained from tissue recombination assays with rat embryonic urogenital mesenchyme (UGM); scale bars indicate 100 μm. (**d**) Renal graft performed using UGM alone lacks glandular tissue structures (*n*=5 grafts); adjoining kidney tissue is indicated. (**e**,**f**) Dissociated mouse prostate cells generate prostate tissue in renal grafts (*n*=4). (**g**), iEpt cells expressing Nkx3.1 (iEpt+N) generate glandular tissue that does not resemble prostate (*n*=3). (**h**,**i**), iEpt cells expressing Nkx3.1 and AR (iEpt+NA) generate prostate-like tissue (*n*=6). (**j**,**k**), iEpt cells infected with Nkx3.1, AR, and Foxa1 (iEpt+NAF) generate prostate-like tissue that resembles control grafts (*n*=18).

**Figure 3:**
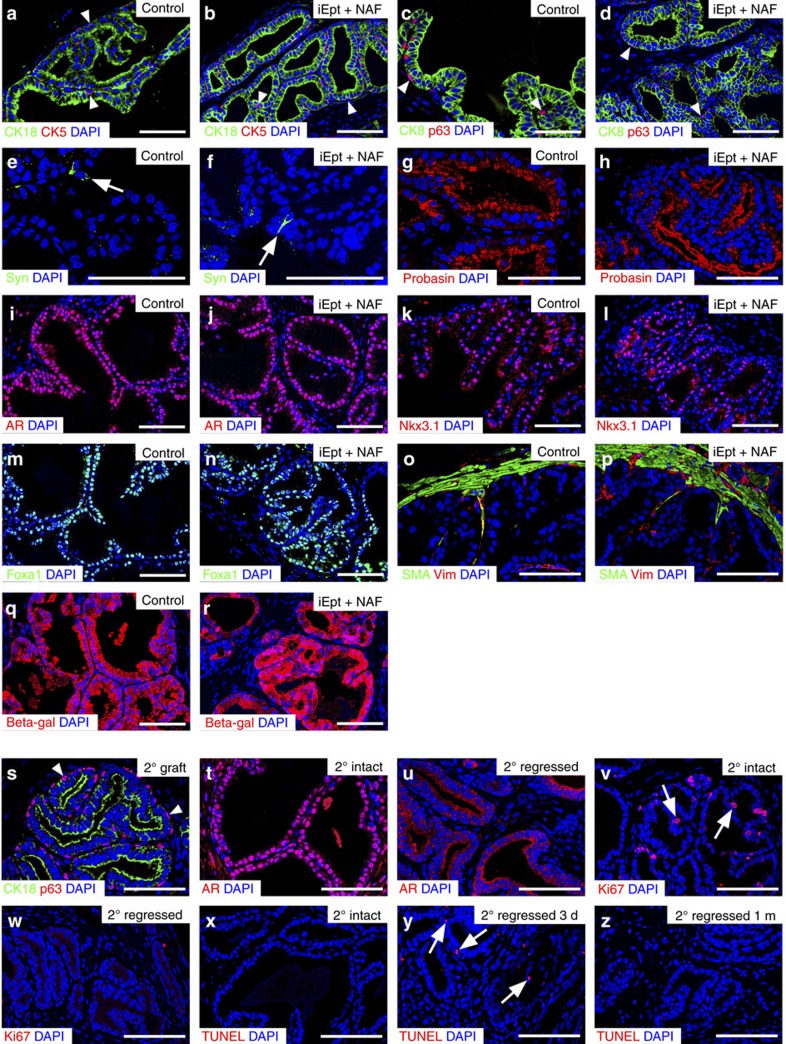
Reprogrammed tissue is similar to control prostate tissue. (**a**–**x**) Immunofluorescence analyses of control grafts and reprogrammed iEpt+NAF grafts; Scale bar, 50 μm. (**a**–**d**) Luminal cells are positive for CK18 and CK8, whereas basal cells (arrowheads) are positive for CK5 and p63 (*n*=6 grafts). (**e**,**f**) Detection of rare synaptophysin (Syn)-positive neuroendocrine cells (arrows; *n*=2). (**g**,**h**) Expression of the prostate-specific secretory protein Probasin (*n*=9). (**i**–**n**) Expression of AR, Nkx3.1 and Foxa1 (*n*=9 for each marker). (**o**,**p**) Formation of differentiated stroma expressing smooth muscle actin (SMA) and vimentin (*n*=3). (**q**) Expression of beta-galactosidase in epithelial cells of control prostate graft (*n*=1) generated from dissociated prostate epithelial cells from *Nkx3.1*^*lacZ/+*^ mice. (**r**) Expression of beta-galactosidase in prostate epithelium of a graft (*n*=6) generated from iEpt+NAF cells derived from *Nkx3.1*^*lacZ/+*^ MEFs, demonstrating the donor origin of the epithelial cells as well as expression of the endogenous *Nkx3.1* locus. (**s**–**z**) Secondary grafts of reprogrammed prostate tissue. (**s**) Expression of the luminal marker CK18 and the basal marker p63 (arrowheads) (*n*=3). (**t**,**u**) Nuclear localization of AR in the hormonally intact state (*n*=2) (**t**) versus cytoplasmic localization at 1 month after castration (*n*=3) (**u**). (**v**,**w**) Immunostaining for the proliferation marker Ki67 in intact (*n*=2) (**v**) and 1 month regressed grafts (*n*=3) (**w**). (**x**–**z**) TUNEL staining to visualize apoptotic cells in an intact graft (*n*=2) (**x**) and at 3 days (*n*=2) (**y**) and 1 month after castration (*n*=2) (**z**).

**Figure 4:**
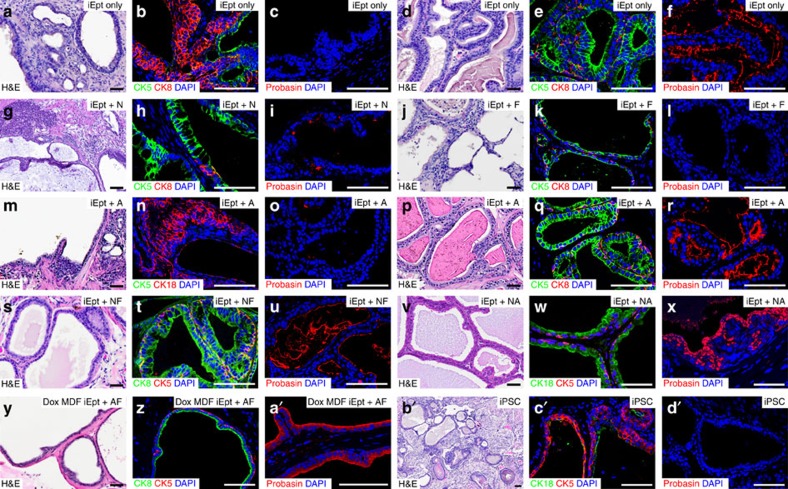
Analyses of grafts containing two or fewer candidate master regulators. (**a**–**c**) Typical non-prostatic glandular histology in grafts of iEpt cells with rat urogenital mesenchyme (UGM), showing absence of basal-luminal organization (*n*=17) (**b**) and lack of Probasin-positive secretions (*n*=5) (**c**). (**d**–**f**) Small prostate-like region found in 1 of 18 iEpt grafts that is Probasin-positive (**f**). (**g**–**i**) Non-prostatic histology of graft generated by iEpt cells infected with Nkx3.1 alone (iEpt+N) (*n*=3). (**j**–**l**), Non-prostatic histology of graft generated by iEpt cells infected with Foxa1 alone (iEpt+F) (*n*=4). (**m**–**r**) Most grafts generated by iEpt cells infected with AR displayed typical non-prostatic histology (*n*=6) (**m**–**o**) but 3 out of 9 grafts contained small prostate-like regions with positive Probasin immunoreactivity (**p**–**r**). (**s**–**u**) Prostate-like region in graft generated by iEpt cells expressing Nkx3.1 and Foxa1 (iEpt+NF) (*n*=4). (**v**–**x**) Prostate-like region in graft generated by iEpt cells expressing Nkx3.1 and AR (iEpt+NA) (*n*=6). (**y**-**a′**) Prostate tissue generated from iEpt cells expressing AR and Foxa1 (iEpt+AF) from mouse dermal fibroblasts (MDFs) at passage 1, which were derived from mice engineered with a doxycycline-inducible OSKM cassette (*n*=2). (**b′**–**d′**), Teratoma produced by graft of induced pluripotent stem cells (iPSC) together with rat UGM, with glandular regions that lack Probasin expression (*n*=4) (**d′**). Scale bar, 100 μm (in panels depicting hematoxylin–eosin staining); 50 μm (in panels showing immunofluorescence).

**Figure 5:**
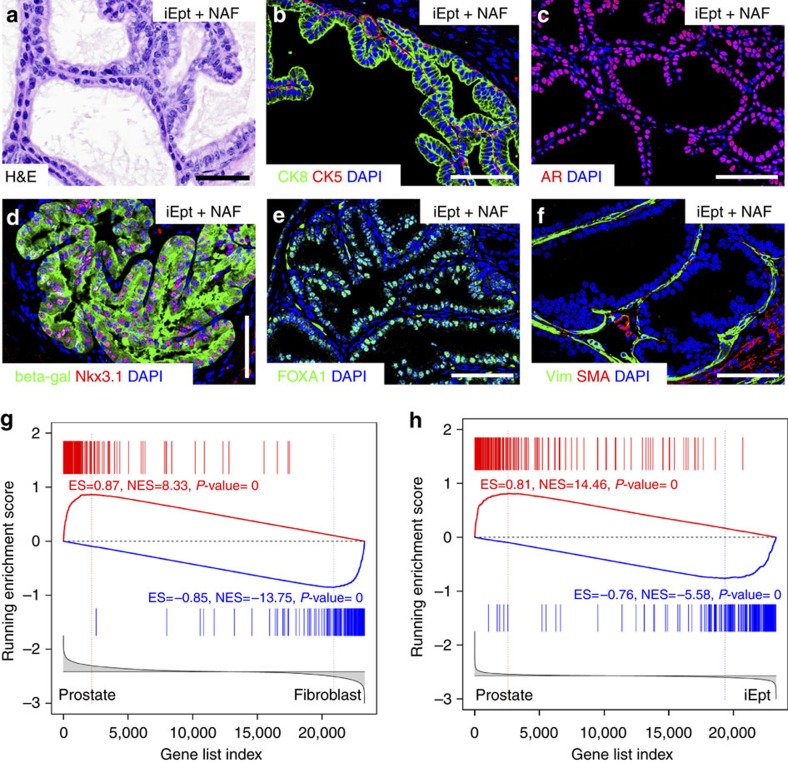
Reprogrammed prostate tissue is similar to native prostate at the molecular level. (**a**–**f**) Representative regions of prostate tissue in iEpt+NAF grafts used for RNA-seq and GSEA analyses; scale bars correspond to 50 μm. (**g**) GSEA comparing signature of reprogrammed prostate tissue defined between iEpt+NAF grafts (*n*=5) and fibroblasts (*n*=6) with signature of normal prostate defined between wild-type prostate tissue (*n*=6) and fibroblasts. (**h**) GSEA comparing signature of reprogrammed prostate tissue defined between iEpt+NAF grafts (*n*=5) and iEpt grafts (*n*=2) with signature of normal prostate defined between wild-type prostate tissue (*n*=6) and iEpt grafts.

**Figure 6:**
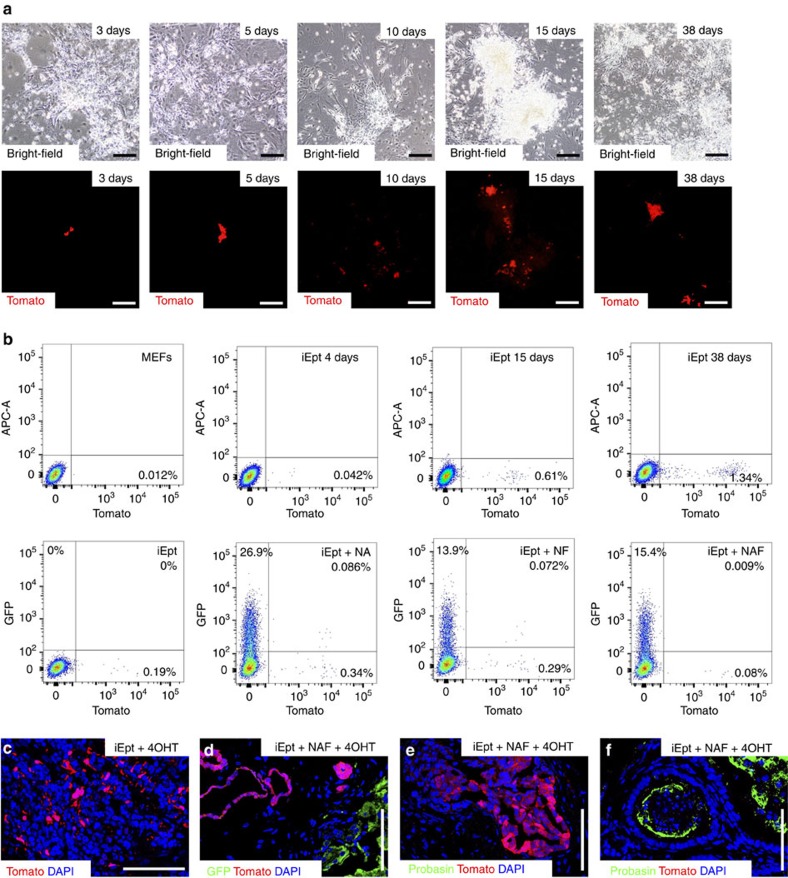
Conversion to prostate does not require an intermediate pluripotent state. (**a**) Direct visualization of Tomato-positive cells obtained by retroviral expression of OSKM in *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* MEFs, followed by culture in basal epithelial media and 4-OHT (1 μM) for the indicated times; Scale bar, 100 μm. Representative images are shown from three independent experiments. (**b**) Detection of Tomato-positive cells by flow-sorting of *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* MEFs, iEpt cells cultured in the continual presence of 4-OHT, or iEpt cells infected with lentiviruses for the indicated MRs at 6 days post-infection with OSKM and analysed at day 13 of continuous culture with 4-OHT. Detection of GFP is due to expression of the *Nkx3.1-IRES-GFP* construct used for MR expression. Representative data are shown from 3 independent experiments. (**c**) Direct visualization of Tomato-positive cells in renal grafts (*n*=3) generated from *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* iEpt cells cultured continuously in the presence of 4-OHT. (**d**–**f**) Tomato-positive cells in grafts (*n*=3) generated from *Tg(Nanog-CreER*^*T2*^*); R26R-Tomato* iEpt+NAF cells; 4-OHT was continuously administered to cells in culture as well as to host graft recipients. Scale bar, 50 μm. (**d**) GFP-positive cells (expressing Nkx3.1) contribute to prostate-like tissue which is distinct from regions containing Tomato-positive cells; Scale bar, 50 μm. (**e**) Tomato-positive regions do not form recognizable prostate-like ductal structures. (**f**) Probasin-positive ducts are Tomato-negative.

**Table 1:** Summary of renal grafting assays.

**Grafts (+UGM)**	**Performed**	**Grown**	**Prostate tissue**	***P*** **value**
UGM only	5	0	0	
MEFs	5	0	0	
MEFs+Nkx3.1+AR+Foxa1	10	0	0	
iEpt	22	18	1 (5.6%)	
iEpt+Nkx3.1	8	3	0	
iEpt+Foxa1	4	4	0	
iEpt+AR	10	9	3 (33%)	0.093
iEpt+Nkx3.1+Foxa1	13	10	4 (40%)	0.041
iEpt+Nkx3.1+AR	21	13	6 (46%)	0.026
iEpt+Nkx3.1+AR+Foxa1	56	46	18 (39%)	0.013

AR, androgen receptor; iEpt, induced epithelial cells; MEFs, mouse embryonic fibroblasts; UGM, urogenital mesenchyme.

Shown is the likelihood of the indicated graft combination to produce any prostate-like tissue compared to iEpt cells alone. *P* value is calculated by two-tailed Fisher's exact test. Note that the iEpt+AR grafts contained only small patches of prostate-like tissue with Probasin immunoreactivity, whereas only the three-factor NAF combination could generate large homogeneous regions of prostate tissue.

# Supplementary material for: A computational systems approach identifies synergistic specification genes that facilitate lineage conversion to prostate tissue
**Source:** Nat Commun. 2017 Apr 21;8:14662. doi: 10.1038/ncomms14662
**Supplement:** Supplementary Information — Supplementary Figures, Supplementary Tables.

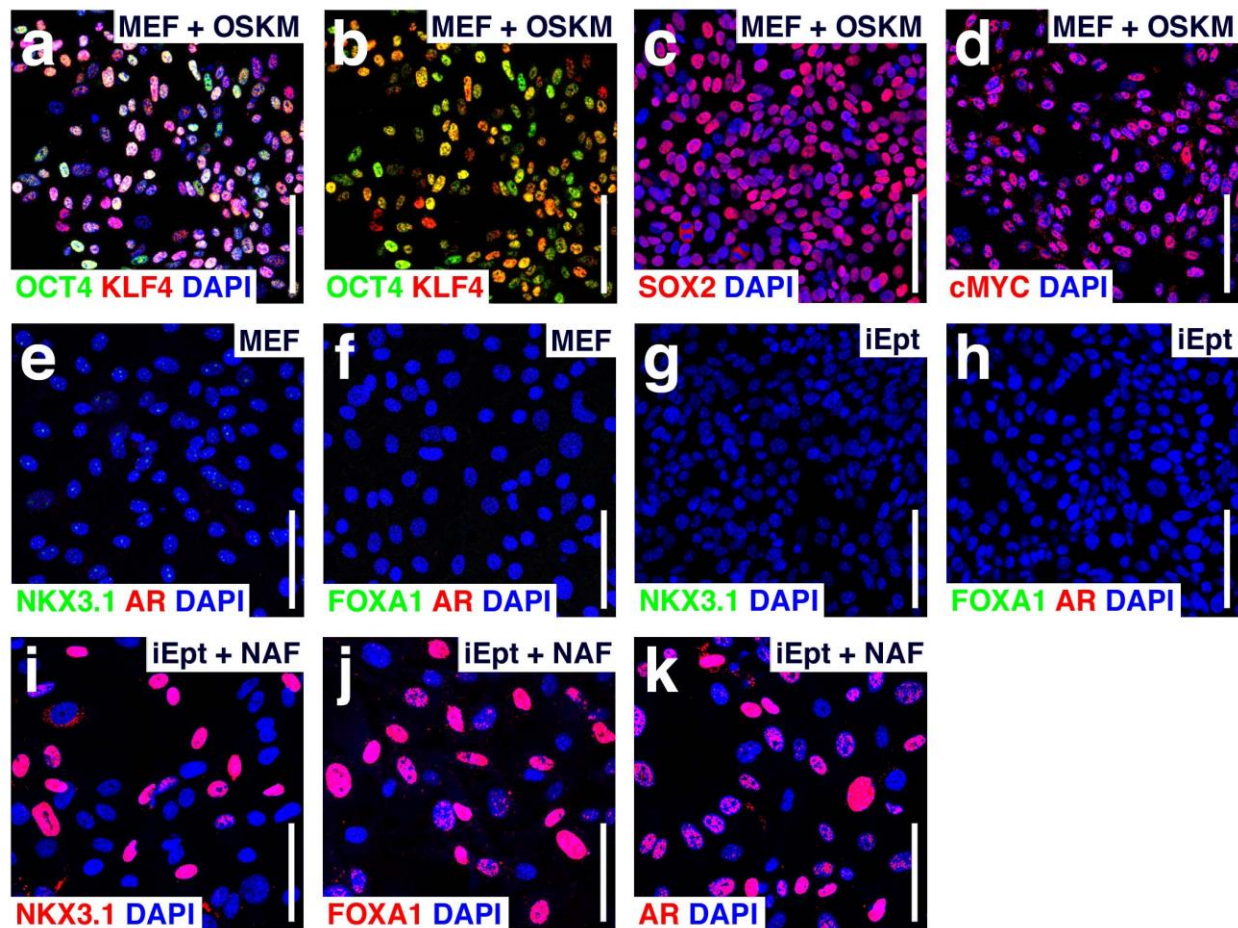

**Supplementary Figure 1. Expression of OSKM, Nkx3.1, Foxa1, and AR.** **a-d**, Expression of exogenously expressed OCT4 and KLF (a), SOX2 (b), and cMYC (d) in MEFs infected with retroviruses expressing OSKM; scale bars correspond to 50 microns. The infection efficiencies for each individual factor were quantitated (n=4 independent experiments) as  $85.2\% \pm 5.9\%$  for OCT4,  $84.6\% \pm 6.6\%$  for SOX2,  $84.4 \pm 2.9\%$  for KLF4, and  $90.8\% \pm 6.4\%$  for cMYC;  $82.4\% \pm 1.7\%$  of the cells co-expressed OCT4 and KLF4. Based upon these observed efficiencies for expression of the single factors and for OCT4 and KLF4 co-expression, we can calculate an estimated minimal percentage of cells co-expressing all four factors as 43.1%, and an estimated maximal percentage of cells co-expressing all four factors as 84.1% (minimal percentage =  $\text{SOX2\%} + \text{cMyc\%} + \text{OCT4/KLF4\%} - 200$ ; maximal percentage =  $\min(\text{SOX2\%}, \text{cMYC\%}, \text{OCT4/KLF4\%})$ ). **e-h**, Nkx3.1, Foxa1, and AR are not detected by immunostaining in MEFs (e,f) or iEpt cells (g,h). **i-k**, iEpt cells infected with lentiviruses expressing all three MRs (Nkx3.1, Foxa1, and AR) show high levels of expression of each MR at 4 days post-infection.

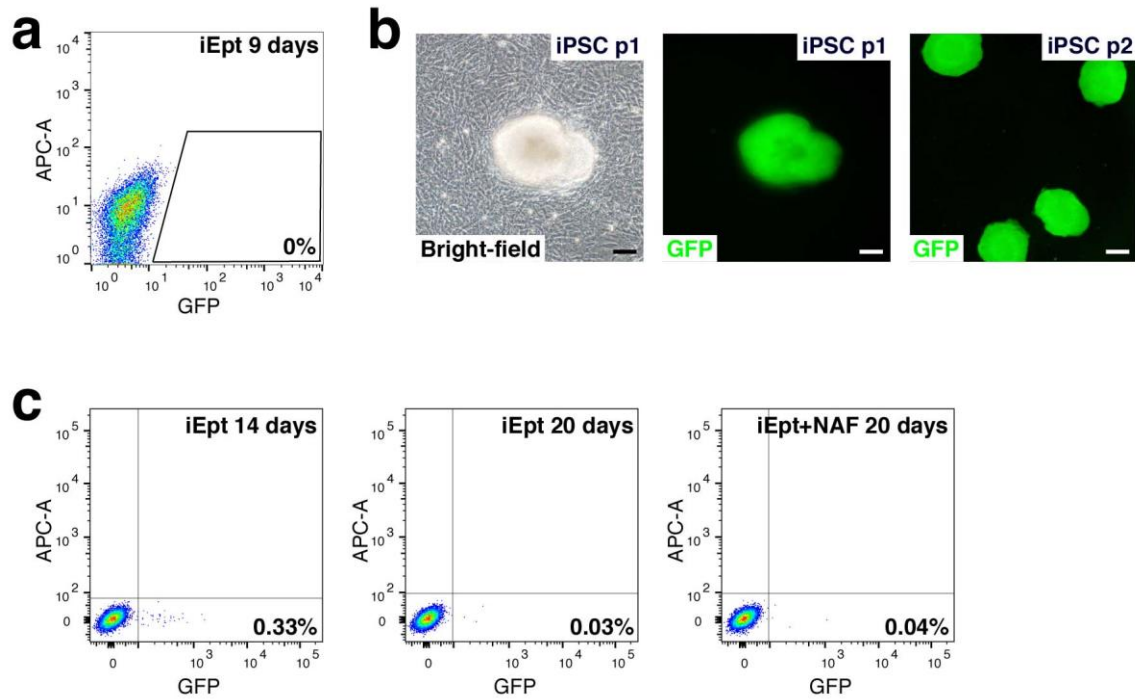

**Supplementary Figure 2. Analysis of endogenous *Oct4* expression during primed conversion.** **a**, iEpt cells generated from *Oct4-GFP* knock-in MEFs lack GFP-positive cells at 9 days after OSKM expression. Representative data are shown from 2 independent experiments. **b**, Efficient formation of iPSC colonies from *Oct4-GFP* MEFs under iPSC culture conditions in the presence of LIF; scale bars correspond to 50 microns. **c**, iEpt cells generated from *Tg(Oct4-GFP)* MEFs have negligible GFP-positive cells at 14 and 20 days after OSKM expression, with similar results after infection with the NAF virus combination. Representative data are shown from 2 independent experiments.

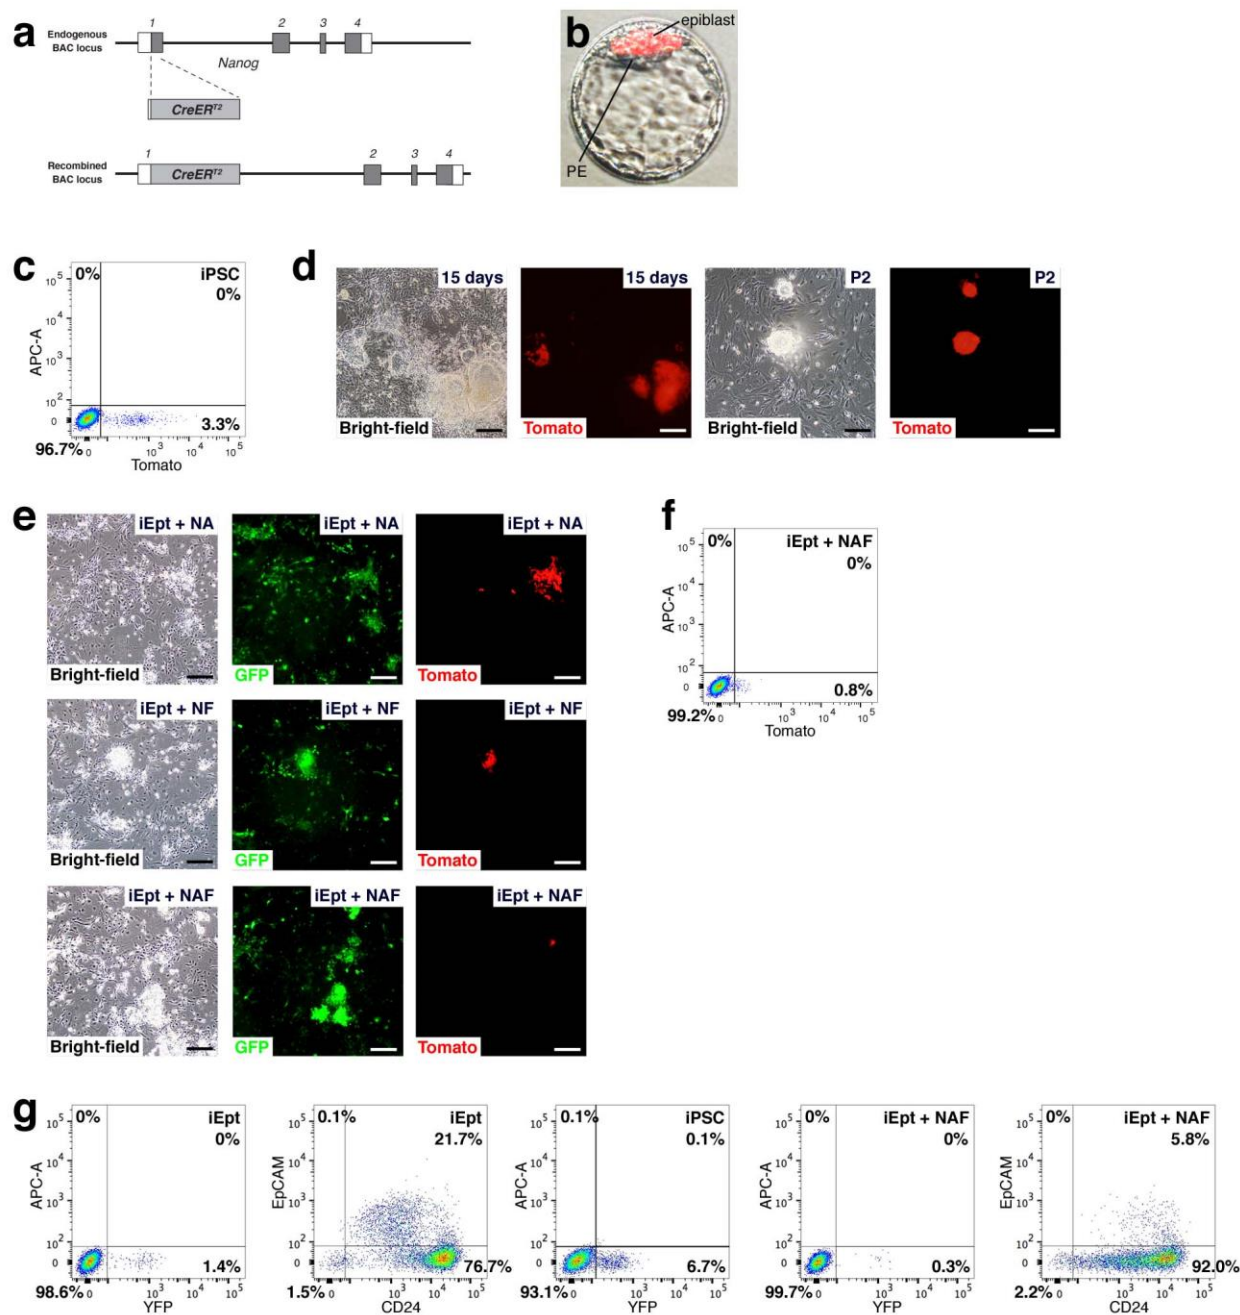

**Supplementary Figure 3. Analysis of a transient pluripotent state during primed conversion.** **a**, Schematic for generation of *Tg(Nanog-CreERT2)* mice. Recombineering was performed to insert a *CreERT2* cassette precisely at the translation initiation site of *Nanog* in a bacterial artificial chromosome (BAC), followed by generation of transgenic mice. **b**, Expression of Tomato detected by direct visualization in *Tg(Nanog-CreERT2); R26R-Tomato* blastocyst.

Embryos were collected at E3.5 and treated with 1  $\mu$ M 4-OHT for 5 hrs before imaging. APC channel detects autofluorescence. **c**, At 15 days after infection of *Tg(Nanog-CreER<sup>T2</sup>); R26R-Tomato* MEFs with OSKM retroviruses and culture in iPSC reprogramming conditions in the continual presence of 1  $\mu$ M 4-OHT, 3.3% of cells are Tomato-positive (and hence passed through a Nanog-positive state). Representative data are shown from 4 independent experiments. **d**, Tomato-positive iPSC colonies derived from *Tg(Nanog-CreER<sup>T2</sup>); R26R-Tomato* MEFs at 15 days after OSKM expression and at passage 2 (P2); scale bars indicate 100 microns. Representative images are shown from 2 independent experiments. **e**, iEpt cells expressing various MR combinations (NA, NF, and NAF) derived from *Tg(Nanog-CreER<sup>T2</sup>); R26R-Tomato* MEFs display infrequent Tomato-positive cells when cultured in the continual presence of 1  $\mu$ M 4-OHT; GFP is expressed by *Nkx3.1-IRES-GFP* infected cells; scale bars indicate 100 microns. Representative images are shown from 3 independent experiments. **f**, Similar to *Tg(Nanog-CreER<sup>T2</sup>); R26R-Tomato* iEpt and iEpt+MR cells, iEpt+NAF cells derived from *Nanog-CreER/+; R26R-Tomato/+* MEFs accumulate a small percentage of Tomato-positive cells at 20 days after retroviral OSKM expression in basal epithelial media with continuous 4-OHT. Representative data are shown from 2 independent experiments. **g**, iEpt cells derived from *Oct4<sup>CreER/+</sup>; R26R-YFP* mice accumulate a small percentage of YFP-positive cells in basal epithelial media with continuous 4-OHT at 25 days after OSKM expression, but at a higher percentage in iPSC culture conditions. The percentage of YFP-positive cells is lower in iEpt+NAF cultures, consistent with a reduction in the EpCAM<sup>+</sup>/CD24<sup>+</sup> population. Representative data are shown from 2 independent experiments.

**Supplementary Table 1. Analysis of experimental synergy of master regulators of prostate organogenesis**

| Additive effects                                   | Synergy t-value | Synergy p-value |
|----------------------------------------------------|-----------------|-----------------|
| <b>Foxa1</b> and <b>Nkx3.1</b>                     | 3.5             | 0.020           |
| <b>Foxa1</b> and <b>Nkx3.1</b> and <b>AR</b>       | 3.7             | 0.0023          |
| pair( <b>Foxa1</b> , <b>Nkx3.1</b> ) and <b>AR</b> | 3.6             | 0.0027          |
| pair( <b>Nkx3.1</b> , <b>AR</b> ) and <b>Foxa1</b> | 3.6             | 0.0028          |
| pair( <b>Foxa1</b> , <b>AR</b> ) and <b>Nkx3.1</b> | 2.8             | 0.011           |

Predicted additive effects were estimated using a log-linear model based upon observed efficiencies of prostate tissue formation in the reprogramming assay. Comparison of the predicted additive effects to the observed (synergistic) effect was performed using a one-sample t-test.

**Supplementary Table 2. Analysis of exogenous gene expression in tissue grafts**

|                    | Ratio of 3' UTR/coding region average read counts |               |
|--------------------|---------------------------------------------------|---------------|
| Sample             | Nkx3.1 (mouse)                                    | Foxa1 (mouse) |
| FS002 (iEpt+NAF)   | 2.22                                              | 4.32          |
| FS003 (iEpt+NAF)   | 2.19                                              | 4.13          |
| FS005 (iEpt+NAF)   | 1.99                                              | 3.83          |
| FS007 (iEpt+NAF)   | 0                                                 | 0             |
| FS008 (iEpt+NAF)   | 0                                                 | 0             |
| Prostate (average) | 3.39                                              | 4.95          |

|                    | Coding region average read counts |      |      |      |     |
|--------------------|-----------------------------------|------|------|------|-----|
| Sample             | AR                                | OCT4 | SOX2 | KLF4 | MYC |
| FS002 (iEpt+NAF)   | 0                                 | 29   | 76   | 40   | 26  |
| FS003 (iEpt+NAF)   | 0                                 | 15   | 41   | 20   | 20  |
| FS005 (iEpt+NAF)   | 0                                 | 128  | 117  | 62   | 24  |
| FS007 (iEpt+NAF)   | 33                                | 23   | 1040 | 497  | 226 |
| FS008 (iEpt+NAF)   | 37                                | 0    | 582  | 229  | 420 |
| Prostate (average) | 0                                 | 0    | 1    | 0    | 0   |

Expression of exogenous MRs and pluripotency factors was determined from average read counts based on RNA-seq data (see Methods) for the untranslated regions (UTRs) and coding regions. 

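In the mm9 assembly, Foxa1 has 2 exons on the minus strand of chromosome 12, with 1404 coding bases and a 3′ UTR of 1398 bases. A virus that carries only the coding sequence of a gene adds reads to the coding region and none to the 3′ UTR.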

For exogenous mouse MRs (Nkx3.1 and Foxa1), the ratio of average read counts between 3' UTR and coding region is shown, with a higher ratio indicating the presence of endogenous transcripts, and a lower ratio indicating the presence of exogenous transcripts (that lack UTRs). For exogenous human AR and pluripotency factors (OSKM), which lack UTRs, the average read counts for the coding regions are shown, indicating the presence or absence of these transcripts. Read counts for six independent prostate samples were averaged and used for comparison.

**Supplementary Table 3. Antibodies used in this study.**

| <i>For immunofluorescence and immunohistochemistry</i> |                                                     |                |                 |
|--------------------------------------------------------|-----------------------------------------------------|----------------|-----------------|
| <b>Antigen</b>                                         | <b>Supplier</b>                                     | <b>Ig type</b> | <b>Dilution</b> |
| AR                                                     | Sigma A9853                                         | rabbit IgG     | 1:500           |
| CK5                                                    | Covance PRB-160P                                    | rabbit IgG     | 1:1000          |
| CK5                                                    | Covance SIG-3475                                    | chicken IgY    | 1:500           |
| CK8                                                    | Abcam ab14053                                       | chicken IgY    | 1:500           |
| CK8                                                    | Developmental Studies Hybridoma Bank, clone TROMA-1 | rat IgG2a      | 1:100           |
| CK18                                                   | Abcam ab668, clone C-04                             | mouse IgG1     | 1:100           |
| FoxA1                                                  | Abcam ab55178                                       | mouse IgG2a    | 1:100           |
| GFP                                                    | Abcam ab13970                                       | chicken IgY    | 1:1000          |
| Ki67                                                   | eBiosciences 14-5698, clone SolA15                  | rat IgG2a      | 1:1000          |
| p63                                                    | Santa Cruz sc-8431                                  | mouse IgG2a    | 1:200 - 1:600   |
| p63                                                    | Santa Cruz sc-8343                                  | rabbit IgG     | 1:100           |
| Probasin                                               | Santa Cruz sc-17124, clone M-18                     | goat IgG       | 1:100           |
| Vimentin                                               | Cell Signaling 5741S, D21H3                         | rabbit IgG     | 1:500           |
| Smooth Muscle Actin                                    | Sigma A 2547, clone 1A4                             | mouse IgG2a    | 1:1000          |
| Beta-catenin                                           | BD Transduction Labs 610154                         | mouse IgG1     | 1:1000          |
| E-cadherin                                             | BD Transduction Labs 610181, clone 36/E-Cadherin    | mouse IgG2a    | 1:1000          |
| Synaptophysin                                          | BD Transduction Labs 611880                         | mouse IgG1     | 1:500           |
| Nkx3.1                                                 | Axxora/AthenaES 0315                                | rabbit IgG     | 1:100           |

| <i>For flow cytometry</i>              |                     |                 |
|----------------------------------------|---------------------|-----------------|
| <b>Antibody</b>                        | <b>Supplier</b>     | <b>Dilution</b> |
| Anti-mouse CD326 (EPCAM) APC           | BioLegend 118214    | 1:100           |
| Anti-mouse CD326 (EpCAM) PE            | eBioscience 12-5791 | 1: 300          |
| Anti-mouse CD24 PerCP-eFluor® 710      | eBioscience 46-0242 | 1:100           |
| Anti-mouse CD24 PE-Cy7 antibody        | eBioscience 25-0242 | 1:100           |
| Anti-Mouse CD11b APC                   | eBioscience 17-0112 | 1:50            |
| Anti-Mouse CD140a (PDGF Receptor a) PE | eBioscience 12-1401 | 1:100           |
| Anti-mouse CD45 eFluor 450             | eBioscience 48-0451 | 1:50            |
| Anti-mouse CD31 eFluor 450             | eBioscience 48-0311 | 1:50            |
| Anti-mouse Ter119 eFluor 450           | eBioscience 48-5921 | 1:50            |

How the deposited data were processed for this re-analysis (not part of the article)

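RNA-seq values of 6 MEF cultures, 6 wild-type prostate samples, 5 iEpt+NAF grafts and 2 iEpt only grafts were analysed. The authors counted reads per gene, normalized them with DESeq and deposited values on a log2 scale, in 1 table of 17 samples and another of 2, each with 23284 genes. The aligner, the counter and the transformation to the log2 scale are not named in the paper's text. Samples were grouped by the sample labels, the Methods and Supplementary Table 2. The 2 iEpt only grafts were assigned by elimination, as the grafts that Supplementary Table 2 does not list.

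The design set before the data were examined assumed linear normalized values or counts. Because the deposited values are on a log2 scale, they were tested as deposited, without a pseudocount, and the count-based tests planned as alternatives were not run. Values between 11.5 and 15 equalled the log2 of a whole number of reads times a constant of the sample plus a constant shared by all samples (100% of values within 0.05 reads of a whole number), while lower values carry an added scatter, so whole reads were not recovered for most genes. The reads counted on genes were estimated from the constant of the sample, from 16767292 to 26152345 in the first table and 6629665 and 9662059 in the second, and the value of 3 reads was taken as the smallest that the depth can show. The 2 tables share 23259 gene names, since 25 names had been turned into dates in one of them. They were brought to a common scale by the median difference over 10188 genes with a value above 5 in every sample. No columns were identical, and no samples were averaged.

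Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), over the samples of the 2 groups compared and the genes with a mean of at least 10 on the linear scale. A gene passed with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. On simulated data with 200 changed genes, this recovered 195, 158 and 162 of them in the comparisons of prostate with MEFs, grafts with MEFs and prostate with grafts, with 4, 2 and 4 false calls. The simulated genes were independent, had the same spread in both groups, and changed by a single amount well above the minimum of 1. In the real data the spread differed between groups, as for Foxa1, and far more genes passed. These rates therefore do not give the error of the real comparisons. GSEA ranked genes by the unequal-variance t statistic as a score, took 200 genes from each end of the graft signature as sets, weighted the running sum by the absolute score, and compared the ES with 1000 random gene sets. The p-value counts random sets with an absolute ES at least as large. On simulated data, 26 of 500 random sets had a p-value under 0.05 with this definition, and 22 of the same 500 with an earlier one that used only random sets with the sign of the ES. These random sets were unrelated to the ranking, whereas the real sets share samples with it. The run therefore checks the calculation only, not the p-values of the real sets. For the similarity to prostate, each prostate or MEF sample was compared with the mean of the other samples of its group. Similarity to prostate and single genes were tested with exact two-sided permutation tests over samples. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene positions are from GENCODE M1 on mm9, the mouse assembly that the Methods name for the UTR and coding regions.

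The genes named are those that the paper names as master regulators, OSKM factors or markers of the grafts, and for each comparison the 3 genes with the largest log2 fold change in each direction among those that passed with no overlap between the groups. Results for some of these genes are not reported here. The alternatives changed the pseudocount, the filter on low values, the scaling, the samples in the fit, the minimum fold change, the size and score of the gene sets, and left out each iEpt+NAF graft in turn. A pseudocount of 1 on the linear values and the exchange of the 2 iEpt only grafts were added after the data were seen. Reads of the human coding regions and UTR reads were not analysed here.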

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

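The tests of marker genes in this part were chosen only after the results were seen, and the test of library depth before.

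Among 87 sets of values, each a gene, a marker list or the similarity measure in a group of 5 or 6 samples, 6 had a highest or lowest sample far from the others, where chance gives about 4.3. Myc was at 6.69 in graft FS008 (9.07 to 9.67 in the other 4 grafts), and Krt5 was at 5.13 in the same graft (11.67 to 13.73 in the others). In prostate, Sox2 was at 7.12 in FS009 (6.64 to 6.82 in the others), Nanog at 1.4 in FS014, below the level of 3 reads, the kidney marker mean at 2.43 in FS009 (0.72 to 1.31) and the skeletal muscle marker mean at 8.55 in FS012 (5.19 to 6.26). Library depth was weighed for them: 2 of the 6 values, both of FS008, came from a library with reads outside the range of the rest of its group (17371427 reads, against 18896388 in the next graft, FS007), and the other 4 from libraries within the range of their group. Prostate sample FS013 had fewer reads (16767292) with Krt5 at 11.11 and Myc at 10.04, and Krt8 in FS008 was at 13.10, so depth does not account for the low Krt5 and Myc of FS008. Other properties of this library and a biological explanation were not tested.

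Marker genes of tissues that the paper does not discuss in these grafts had a higher mean in the iEpt+NAF grafts than in every prostate and MEF sample. The mean log2 value over the 5 grafts was 9.04 for kidney (5.18 to 11.75 by graft), 9.34 for skeletal muscle (4.45 to 13.09), 8.49 for keratinized epithelium (4.37 to 10.71), 8.24 for immune cells (7.58 to 8.73), 8.15 for neural genes (6.11 to 10.14) and 4.39 for seminal vesicle (0.56 to 8.76). The lists of genes were set before the values were seen. For skeletal muscle and seminal vesicle the difference from prostate did not pass the exact two-sided permutation test (p = 0.115 and 0.154). The skeletal muscle mean was 13.09, 12.07, 11.59, 5.51 and 4.45 in FS002, FS003, FS005, FS007 and FS008, and the seminal vesicle mean was 4.56, 7.32, 8.76, 0.56 and 0.75 in the same order, so the test pools grafts with high values and FS007 and FS008 with low values. The profiles of these grafts differ as well: the Spearman correlation across genes was 0.910 to 0.942 between pairs of FS002, FS003 and FS005, 0.9125 between FS007 and FS008, and 0.805 to 0.867 between the other pairs. The paper's Supplementary Table 2 also sets FS007 and FS008 apart, by their 3′ UTR reads of Foxa1. These are not conditions, and no test was made between them.

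If a list reflects a second tissue or cell type mixed into a graft, its genes should rank the 7 grafts alike. Kendall's W was 0.87 for the 16 kidney genes (permutation p = 1e-05, the smallest that 100000 permutations can give), 0.87 for skeletal muscle, 0.72 for keratinized epithelium and 0.72 for seminal vesicle, above the value taken to show this, which the 2 lists at 0.72 passed only narrowly. It was 0.49 for neural and 0.43 for immune genes, below that value, although these genes also ranked the grafts more alike than chance gives (permutation p = 0.002 and 0.0024, adjusted p = 0.0024 for both over the 6 lists), so a mixture was not excluded for them. All 16 kidney genes passed as higher in the grafts than in prostate. The grafts grew as renal grafts, so RNA of the host kidney may be part of the graft libraries. This is a hypothesis, and kidney-like cells formed within the graft were not told apart from it. No biological explanation was tested for the other lists. Carry-over from another library of this dataset was weighed as well, for the highest iEpt+NAF graft of each list. Over the 6 lists, the smallest difference of this graft from the highest other library was -1.4. That gap is too small for carry-over of the kind seen for prostate transcripts. Carry-over into the grafts with lower values, or from libraries outside this dataset, was not tested.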

How the results depend on the processing

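The comparisons with other splits of the samples in this part were chosen only after the results were seen.

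The counts of differing genes moved by more than 1.5 times under few alternatives. Without a minimum fold change, 11772 genes differed between prostate and MEFs (7026 with it), 10573 between iEpt+NAF grafts and MEFs (6757), 9093 between prostate and grafts (5440), and 7426 were shared in direction (4098). With only genes of a mean of at least 100, 4445 differed between grafts and MEFs and 3369 between prostate and grafts. Leaving out each graft in turn gave 6370 to 6858, 5051 to 5843 and 3999 to 4089 genes for grafts against MEFs, prostate against grafts and the shared genes. Quantile normalization shifted the median log2 fold change of all genes by -0.16 for prostate against MEFs, -0.55 for grafts against MEFs and 0.30 for prostate against grafts, and, in the same order, the share of higher calls from 57.6% to 48.4%, from 71.3% to 40.7% and from 30.9% to 56.6% (from 61.9% to 38.5% for the shared genes). Upper-quartile scaling left these shares at 58.7%, 72.1% and 30.2% (63% for the shared genes), with shifts of the median of 0.03, 0.02 and -0.02. The split into higher and lower calls therefore changed far more with quantile normalization than with upper-quartile scaling. The cause was not tested.

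Of 100 splits of the samples drawn from 462, the real one included, 1 gave as many genes as the real one, the real split itself, in each of the 3 comparisons. The largest count of another split was 4324 for prostate against MEFs and 2993 for prostate against grafts. For the 2 enrichment scores against MEFs it was also 1 of 100, and the most extreme ES of another split was 0.654 for the upper and -0.774 for the lower genes.

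The ES against MEFs kept its sign and its p-value of 0.001 under each alternative run, from 0.71 to 0.91 for the upper genes and from -0.75 to -0.93 for the lower genes. Against iEpt only grafts, the upper genes had an ES of 0.86 with both grafts in both signatures, of 0.58 with a log2 fold change ranking, and of -0.50 with FS022 in the prostate signature and FS023 in the graft signature. With the 2 grafts exchanged, an alternative added after the data were seen, it was -0.64, and the ES of the lower genes was 0.40 (permutation p = 0.1768). The similarity of the grafts to prostate kept its direction under each alternative run, from 0.033 to 0.036 with each graft left out in turn, and 0.063 and 0.091 with genes of a mean of at least 10 and 100.

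For single genes, 390 of 406 alternative fold changes kept their direction and their side of an adjusted p-value of 0.05. Of the others, 3 became weaker and 7 stronger by this p-value, and 6 reversed, all of the reversed on leaving out a graft. The minimum fold change was left out of this count, and some of the 390 crossed it. For Klf4, prostate over grafts went from -0.98 to -1.06, -1.14 and -1.07 without FS002, FS005 and FS008. For Myc it went from 1.30 to 0.77 without FS008. Across the fits that each left out 1 graft, the log2 fold change of prostate over grafts ranged from -1.65 to 0.50 for Krt5 and from -0.20 to 0.52 for Trp63, and that of grafts over MEFs ranged from -0.16 to 0.24 for Klf4. The single reversed values were -0.0033 and -0.16 for Klf4, 0.50, 0.34 and 0.04 for Krt5 and -0.20 for Trp63.

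The count-based tests planned as alternatives were not run, since the deposited values are on a log2 scale. No paired analysis was possible because the groups share no replicate numbers. Depth limits the iEpt only grafts most: with 6629665 and 9662059 reads, the value of 3 reads was 3.12 and 2.70 in them, against at most 2.34 in the other samples, and 2 grafts allow no test between samples.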

Differences from the paper's values

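For the enrichment against iEpt only grafts, the paper's ES of the upper genes is about 0.81 in Fig. 5h, read by eye, and the value here was 0.86. Values were compared within the error from leaving out each graft, a measure chosen after the values were seen. Of the alternatives set before the data were examined, 500 genes in the set (0.79), the t statistic on the linear scale (0.80), genes with a mean of at least 10 (0.84), exchanged roles of the 2 signatures (0.79), and leaving out FS002, FS003, FS007 or FS008 (0.80 to 0.84) gave a value within it, and the others did not. With a log2 fold change ranking and FS023 as the only iEpt only graft, a setting chosen after seeing the values, the ES was 0.80, while that of the lower genes was -0.92. The paper's ES of the lower genes is about -0.76 in Fig. 5h, read by eye, against -0.82 here. With 500 genes in the set and with exchanged roles the value was -0.78, within the error, and with the other alternatives it was not. With FS022 and FS023 in different signatures and genes of a mean of at least 100, a setting chosen after seeing the values, it was -0.77, while that of the upper genes was -0.57.

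The paper's NES in Fig. 5g is about 8.3 for the upper and about -14 for the lower genes, read by eye, against 3.05 and -3.32 here. In Fig. 5h it is about 14 and about -5.6, read by eye, against 3.28 and -2.94. None of the alternatives set before the data were examined closed these gaps. The NES here is the ES over the mean random ES of its sign. How the paper scaled its NES is not stated in its text, so the 2 may not be on the same scale. As a distance from the mean random ES in SDs, a scale outside the set design, the values were 3.0, -4.1, 3.7 and -2.8. With a log2 fold change ranking they were 3.9, -8.2, 16.7 and -9.3 on that scale, in the same order. With an unweighted running sum the NES was 11.7, -12.4, 10.5 and -10.9, in the same order.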

Other observations

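The tests of carry-over, of the MEF cultures, of Pbsn and of the close pairs of MEF samples in this part were chosen only after the results were seen. The tests of the shared iEpt only grafts and of the genes higher in any graft had their criteria set before their results.

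The enrichment against iEpt only grafts may depend on the use of the same 2 grafts in both signatures. When MEFs took the place of the iEpt+NAF grafts, with both iEpt only grafts still in both signatures, the ES of the upper genes was 0.51, barely above the smallest value set beforehand to show this. Exchanging FS022 and FS023 in the arrangement without a shared graft left the ES of the upper genes negative (-0.64). Their reversal therefore did not depend on which graft went where, whereas the ES of the lower genes changed from -0.70 to 0.40. The ES of the upper genes was -0.57 over genes with a mean of at least 100, so it was negative among these genes too. With a log2 fold change ranking and a single graft shared by both signatures, the ES was 0.74 for FS022 and 0.80 for FS023. With single MEF samples, none shared, the ES of the upper genes stayed between 0.71 and 0.83 over 30 arrangements, some of them with a close pair of MEF samples. The MEF samples are far more alike (Spearman correlation across genes 0.96 to 0.995) than FS022 and FS023 (0.72). In either split arrangement, a difference between FS022 and FS023 shifts the 2 signatures in opposite directions. These arrangements therefore cannot separate it from an effect of sharing grafts. A biological difference between the 2 iEpt only grafts, whose profiles differ widely, was not excluded, and the dependence on shared grafts remains a hypothesis.

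The iEpt only grafts were also enriched when set against MEFs in the ranking of prostate against MEFs. The ES of the upper genes was 0.78 for the pair FS022 and FS023, within the range of 0.78 to 0.85 of the 10 pairs of iEpt+NAF grafts, 2 of which were at or below it. For the lower genes it was -0.82, and 9 of the 10 pairs had a more negative ES, down to -0.85. With single grafts and a log2 fold change ranking, the ES of the upper and lower genes was 0.82 and -0.89 for FS022 and 0.67 and -0.80 for FS023, against 0.73 to 0.85 and -0.91 to -0.92 for the 5 iEpt+NAF grafts, so FS023 was weaker than all 5 for both sets and FS022 for the lower genes. A candidate explanation is genes that are higher in any grafted tissue than in cultured fibroblasts. Of the 200 upper genes of the iEpt+NAF grafts, 197 were higher in both iEpt only grafts than in every MEF sample, but the 200 genes were chosen as high over the same MEF samples, and 193 of the 200 also had a higher mean in prostate, which was not grafted, so the count cannot tell grafted tissue from any tissue other than cultured fibroblasts. The 2 kinds of graft lie in separate tables, and the difference between them was not tested.

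The Spearman correlation across genes with the mean prostate profile was 0.9035 for iEpt only graft FS022, 0.825 for FS023, and 0.880 to 0.897 for the 5 iEpt+NAF grafts. The values across the 2 tables are descriptions of these libraries.

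Transcripts abundant in prostate occurred in MEF samples FS015 to FS018 at a nearly constant fraction of their prostate level. For 18 genes with a prostate mean of at least 14 and a MEF mean at least 8 log2 units lower, a rule chosen, like the 4 samples, after the values were seen, the median log2 ratio to prostate was -8.81, -10.48, -10.29 and -10.48 in FS015 to FS018, and the largest SD across genes among these 4 samples was 0.74. In FS019 and FS020 the SD was 2.84 and 3.61. This is consistent with reads or RNA carried over from prostate libraries. A difference between the cultures would not follow prostate abundance: of the 50 genes with the largest excess in FS015 over FS020, among genes more than 1 log2 unit above the level of 3 reads in FS015, 40 had a prostate mean at least 6 log2 units above FS015. The rule favours genes low in MEFs, and no batch is given in the labels. No biological explanation was tested.

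All 5 iEpt+NAF grafts had a Pbsn level at or under the highest MEF sample, so their Pbsn signal cannot be told apart from carry-over of the kind seen in the MEF samples. In the grafts the 18 genes did not share a constant fraction, with an SD of 3.27 to 4.95.

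MEF samples FS015 and FS020, FS016 and FS019, and FS017 and FS018 were closer to each other than to the other MEF samples. Their chi-square statistic per degree of freedom was 10.0, 31.6 and 5.49, against 300.3 to 470.3 for the other MEF pairs. A value of 5.49 in the closest pair is above sampling noise, so a single library under 2 names was not found, and all 6 were kept. They may be repeat cultures of 3 sources, in which case the 6 MEF samples would hold fewer independent replicates. The labels give no such pairing.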
